# Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain

**DOI:** 10.1101/gr.217463.116

**Published:** 2017-09

**Authors:** Siling Liu, Zhengbo Wang, Dong Chen, Bowen Zhang, Ren-Rong Tian, Jing Wu, Ying Zhang, Kaiyu Xu, Liu-Meng Yang, Chao Cheng, Jian Ma, Longbao Lv, Yong-Tang Zheng, Xintian Hu, Yi Zhang, Xiangting Wang, Jiali Li

## Abstract

Long noncoding RNAs (lncRNAs) mediate important epigenetic regulation in a wide range of biological processes and diseases. We applied comprehensive analyses of RNA-seq and CAGE-seq (cap analysis of gene expression and sequencing) to characterize the dynamic changes in lncRNA expression in rhesus macaque (*Macaca mulatta*) brain in four representative age groups. We identified 18 anatomically diverse lncRNA modules and 14 mRNA modules representing spatial, age, and sex specificities. Spatiotemporal- and sex-biased changes in lncRNA expression were generally higher than those observed in mRNA expression. A negative correlation between lncRNA and mRNA expression in cerebral cortex was observed and functionally validated. Our findings offer a fresh insight into spatial-, age-, and sex-biased changes in lncRNA expression in macaque brain and suggest that the changes represent a previously unappreciated regulatory system that potentially contributes to brain development and aging.

Transcriptional dynamics has been suggested to be a major contributor to brain architecture and functional evolution, as well as to the development process and aging (Belgard et al. 2011; Aprea et al. 2013; Telley et al. 2016). Long noncoding RNAs (lncRNAs) are a subgroup of RNA longer than 200 nucleotides (nt), yet have limited protein-coding potential. Many lncRNAs are 5′-capped, alternatively spliced, and polyadenylated like mRNAs (Rinn and Chang 2012; Sun and Kraus 2013). Despite such similarity, lncRNAs are regulated differently and represent the fastest evolving parts of the primate genome (Pollard et al. 2006; Qureshi and Mehler 2012). LncRNAs have a broad range of functions in various physiological and pathological contexts (Huarte and Rinn 2010; Guttman et al. 2011; Gutschner and Diederichs 2012; Rinn and Chang 2012; Batista and Chang 2013; Sauvageau et al. 2013; Sun and Kraus 2013; Necsulea et al. 2014; Sun et al. 2015). LncRNAs are epigenetic and transcriptional regulators that serve as scaffolds for the assembly of chromatin- and gene-regulating complexes and can take part in directing those complexes to specific loci in the genome (Wang and Chang 2011; Rinn and Chang 2012; Vance and Ponting 2014). Alternatively, lncRNAs can act as molecular sponges that buffer various protein factors and thus regulate the processing and post-transcriptional modifications of mRNAs. Also, relying on base-pairing mechanisms, they modulate mRNA stability and affect translational control (Fatica and Bozzoni 2014).

The number of identified lncRNAs is close to the number of the protein-encoding mRNAs (GENCODE V25, http://www.gencodegenes.org/). While the majority of the lncRNAs are poorly conserved and expressed at significantly lower levels than mRNAs (Derrien et al. 2012; Briggs et al. 2015; Ulitsky 2016), their expression patterns are tissue- and stage-specific, suggesting their considerable importance in regulating different biological functions, in particular cellular differentiation and development (Mercer et al. 2009; Ponting et al. 2009; Fatica and Bozzoni 2014; Briggs et al. 2015). The brain is an excellent example of this function. Around 40% of mammalian lncRNAs are expressed in the brain in a precise temporal and spatial pattern. This suggests that lncRNAs are part of the machinery needed to regulate specific neuronal functions (Mercer et al. 2008a,b; Derrien et al. 2012; He et al. 2014; Necsulea et al. 2014; Briggs et al. 2015). Examples of this function include *Malat1*, *MIAT*, and antisense RNAs to *Uchl1* and *Kcna2* (Bernard et al. 2010; Carrieri et al. 2012; Zhao et al. 2013; Barry et al. 2014). In addition, reconstruction of an evolutionarily conserved co-expression network suggested that lncRNAs might be involved in synaptic transmission of neurons and other fundamental biological processes, like spermatogenesis (Necsulea et al. 2014). Despite these new data, the precise mechanism(s) by which lncRNAs play their roles in defining the complexity of brain functions remains unclear.

A recent microarray analysis of the temporal and anatomical expression of protein-coding genes, but not of lncRNAs in cortical and subcortical regions associated with human neuropsychiatric diseases, has yielded a wealth of information on transcriptional regulation in primate brain development and function and the transcriptional link with neurological states (Bakken et al. 2016). However, the mechanism of how lncRNAs play their roles in defining the complexity of brain functions, especially in primate brain during development and aging, remains uncertain.

## Results

### LncRNA expression in rhesus macaque brain is highly similar to human

We generated cDNA libraries of polyadenylated RNA extracted from eight macrodissected brain areas that included the prefrontal cortex (PFC), posterior cingulate cortex (PCC), temporal cortex (TC), parietal cortex (PC) and occipital cortex (OC), hippocampus CA1 and dentate gyrus (DG), and cerebellar cortex (CB) regions from macaques of four different age groups (1-,4-,10-, and 20-yr-old) (Fig. 1A; Supplemental Table S1). We generated RNA-seq data sets (one library per age- and sex-matched pair samples) at a sequencing depth of 148.1 million reads per sample (Supplemental Table S1). We then aligned the filtered reads to the reference sequence (Rhesus Macaque Genome Sequencing and Analysis Consortium et al. 2007) by TopHat2 (Kim et al. 2013), with two mismatches, and we were able to detect and characterize the expression patterns of ∼96.26% of known annotated genes (Fig. 1B; Supplemental Fig. S1B).

**Figure 1.**
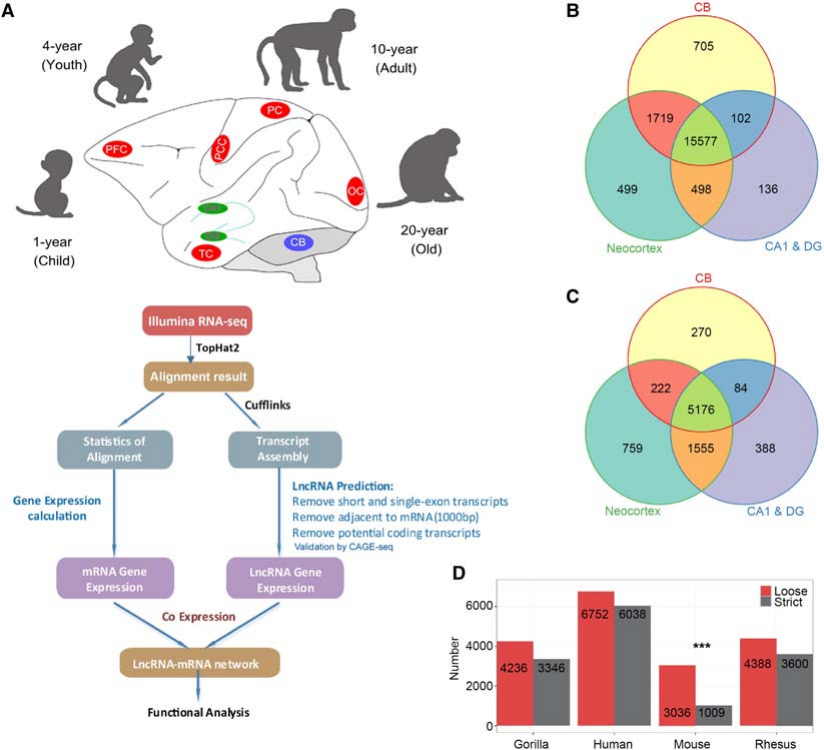
A comprehensive catalog of lncRNA genes in rhesus monkey brain. (*A*) Illustration of the experimental design and bioinformatics analysis pipeline for the identification and functional annotation of lncRNA genes expressed in macaque brain. Macaque brain regions used in this study were colored in red (neocortex), green (hippocampus), and blue (cerebellum). See Methods for more details. (*B*,*C*) Venn diagram of detected mRNA (*B*) and lncRNA (*C*) genes in neocortex, hippocampus (CA1 & DG), and cerebellum. (*D*) Number of NONCODE lncRNAs in gorilla, human, mouse, and rhesus that are homologous to macaque brain lncRNAs identified in this study with a loose (E-value < 1 × 10^−3^) and strict (E-value < 1 × 10^−10^) threshold by BLASTN. Alignment to mouse showed a significant decrease with the strict threshold. (***) *P*-value < 0.0001 by Fisher's exact test, human as background.

In order to identify lncRNAs from different brain regions, we used Cufflinks (Trapnell et al. 2010) to perform ab initio transcript assembly and reconstructed a total of 620,089 transcripts. After a series of filtering, described in the Supplemental Methods, 19,509 multi-exonic lncRNAs encoded by 9904 genomic loci were identified from the remaining transcripts (Supplemental Table S2), among which 2492 (12.77%) originated from antisense regions. The lengths of these lncRNAs were generally shorter than mRNAs (Supplemental Fig. S1C,D). In addition, lncRNA genes expressed in macaque brains have much lower GC content in comparison to mRNA-coding genes (Supplemental Fig. S1E). A larger number of lncRNAs (759) were exclusively expressed in the neocortex compared to those in CB (270) and hippocampus (388) (Fig. 1C). In contrast, there were more mRNAs specifically expressed in CB (705, *P*-value = 0.03, Fisher's exact test). Our data also reflected that expression of lncRNA genes was less conserved than mRNA genes among the main brain regions (Fig. 1B,C).

To further explore the conservation of macaque brain lncRNAs, we first downloaded 9325, 20,785, 141,353, and 117,405 lncRNAs specific for macaque, gorilla, human, and mouse, respectively, from the NONCODE database (Zhao et al. 2016), followed by a comparative analysis. Among them, 19,509 macaque brain lncRNAs were aligned to 4388 of macaque, 4236 of gorilla, 6752 of human, and 3036 of mouse lncRNAs, respectively. Note that the homologs identified between macaque brain lncRNAs and the NONCODE primate lncRNAs were not significantly reduced by increasing the BLAST (Altschul et al. 1990) stringency, while those between the macaque brain lncRNA and the mouse lncRNAs were significantly decreased (Fig. 1D). When mammalian brain-related lncRNAs homologous to macaque brain lncRNAs were aligned with each other, approximately half of them (2241) were shared by all four species (E-value = 1 × 10^−3^). The number of lncRNAs shared by macaque, gorilla, and human were found to be higher with a stricter threshold (2039, E-value = 1 × 10^−10^) than with a looser threshold (1093, E-value = 1 × 10^−3^) (Supplemental Fig.S1F).

### The extent of regulation of the expression of brain lncRNAs is higher than that of mRNAs

In order to understand the spatiotemporal expression patterns of all mRNAs and lncRNAs in our data sets, principal component analysis (PCA) was performed. The mRNA expression pattern in CB represents a distinct cluster, those in TC and OC represent another, and the rest of the five regions represent a third one, whereas for lncRNA expression, the CB cluster was separable from another cluster that comprised all other samples (Fig. 2A). Pearson correlation analysis for all pairs of RNA-seq samples was performed, demonstrating similar results (Fig. 2B; Supplemental Fig. S2A). Expression of mRNAs in each cluster was closer than that of lncRNAs, consistent with higher expression dynamics of lncRNAs except for the CB cluster (Fig. 2; Supplemental Fig. S2). The clustering of cerebral lncRNAs showed close similarities in all samples from the 1-yr-old age group but a clear divergent expression pattern at later ages (Fig. 2B). To eliminate the influence of expression discrepancy due to any spatiotemporal features of these two classes of RNAs, we performed a similar analysis with filtered lncRNAs and mRNAs having expression RPKM values ranging from 0.1 to 20. The results showed the same clustering profiles as those of the unfiltered data sets (Supplemental Fig. S2B,C).

**Figure 2.**
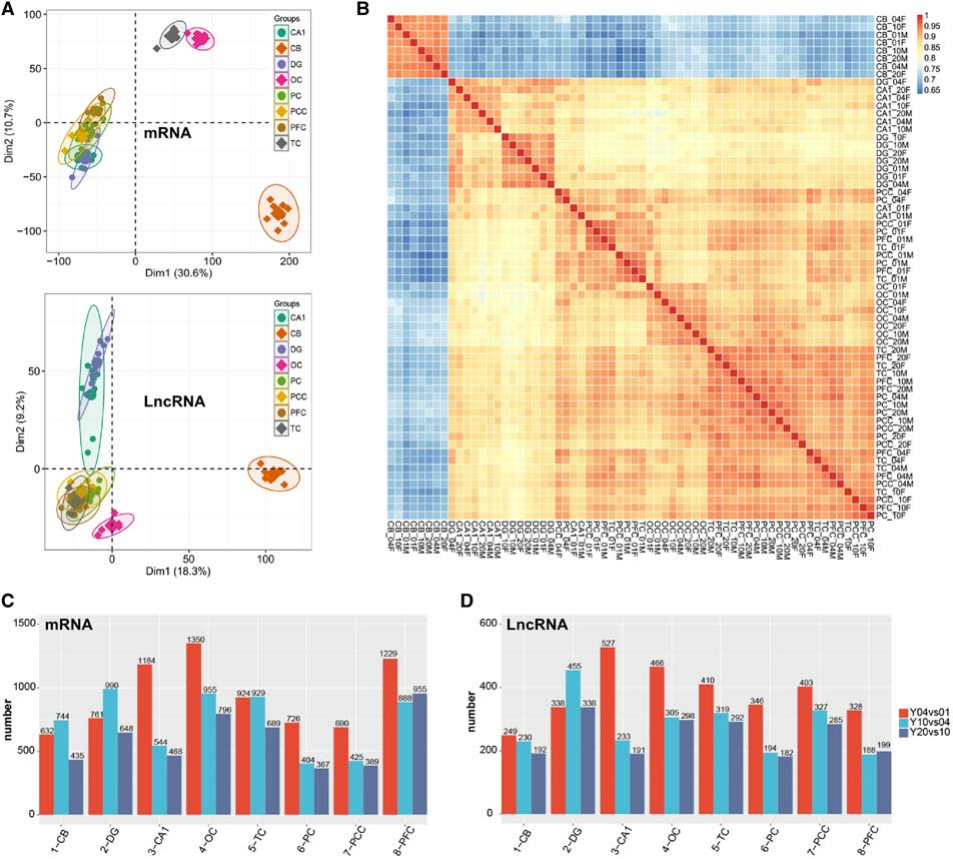
The discrete expression patterns of lncRNAs and mRNAs. (*A*) Principal component analysis (PCA) of 64-pair distinct samples across the four ages based on normalized mRNAs (*top*) and lncRNAs (*bottom*) expression level. The samples were grouped by brain region, and the ellipse for each group is the confidence ellipse. (*B*) Heat map of correlation coefficient for 64 samples based on the lncRNA expression level. The samples were grouped by hierarchical clustering, and the dendrogram was not shown. (*C*,*D*) Bar plot presentation of differentially expressed mRNAs (*C*) and lncRNAs (*D*) based on neighboring age groups.

LncRNAs are well known for their tissue-specific expression patterns compared to protein-coding genes, and Jensen-Shannon (JS) divergence analysis reveals high tissue-specificity scores of lncRNAs expressed from different human tissues (Cabili et al. 2011). The same analysis also suggests considerable cellular specificity of lncRNAs among different neuronal cell types (Molyneaux et al. 2015). We further performed JS divergence analysis for brain mRNAs and lncRNAs from the brain samples and found that the majority of lncRNAs and mRNAs scored lower than 0.25, which was lower than the lncRNA scores from the studies mentioned above. Interestingly, no significant difference in specificity scores was observed between lncRNAs and mRNAs (*P*-value = 0.91, Kolmogorov-Smirnov [KS] test) (Supplemental Fig. S2D). We also calculated the tissue-specificity scores for lncRNAs and mRNAs within similar expression levels (RPKM value ranging from 0.1 to 20). Profiles of cumulative specificity scores between filtered lncRNAs and mRNAs were similar (*P*-value = 1, KS test) (Supplemental Fig. S2D).

Next, we determined how lncRNAs were differentially expressed by studying the expression of known lncRNAs (Supplemental Fig. S3). We identified 19 copies of *KCNQ1OT1*, three copies of *RMST*, one copy of *XIST* and its antisense noncoding RNA *TSIX*, *SOX21-AS1*, and *MIAT*. As a result of being sex-determined, *XIST* was exclusively expressed in high levels among all female macaque brain samples without significant changes at different ages (Supplemental Fig. S3A). Such a female-exclusive expression pattern was further confirmed by qPCR (Supplemental Fig. S3A). Interestingly, expression of *TSIX* was highly neocortex-specific, and the expression level was the highest in 1-yr-old OC samples (Supplemental Fig. S3B). *RMST* is known to be regulated by the transcription factor REST which then drives the recruitment of the neural transcription factor, SOX2, to turn on key neurogenesis-promoting genes, such as *DLX1* and *ASCL1* (Ng et al. 2013). We observed that, among three copies of *RMST*, one was expressed at a very low level, while the other two were expressed in an age- and sex-dependent manner. *RMST-2* (the second copy of *RMST*) was more negatively correlated to age in female samples, while *RMST-3* (the third copy of *RMST*) expression was more temporally regulated in both female and male macaques (Supplemental Fig. S3C,D). The temporal regulation of *MIAT* expression was more spatial-specific (standard deviation, SD = 12.51) than that of *SOX21-AS1* expression (SD = 0.20) (Supplemental Fig. S3E,F).

Lastly, we determined the differential expression of lncRNAs and mRNAs of the same anatomic structure between any two adjacent age groups (1-, 4-, 10-, and 20-yr-old). Stages from 1-yr-old to 4-yr-old showed that expression of lncRNAs changed the most in all the regions except DG. Such a changing pattern was also evident in mRNA expression, with the exception that both CB and DG failed to show the most significant changes at 1 yr. Substantial changes in expression of both lncRNAs and mRNAs were also observed in the period from 4 yr old to 10 yr old. However, changes observed from the 10-yr-old to 20-yr-old period were the least (Fig. 2C,D).

### Temporal-regulated lncRNAs are grouped into spatial-, temporal-, and sex-specific classes

To characterize the dynamic changes of lncRNA and mRNA expression, we clustered all their expression patterns (3635 lncRNAs and 7070 mRNAs) by the WGCNA method (Langfelder and Horvath 2008). We identified 18 main lncRNA transcriptional modules, each represented by a characteristic expression pattern (Fig. 3A,B). On the other hand, 14 main mRNA transcriptional modules were also identified (Supplemental Fig. S4A,B). We explored each lncRNA and mRNA module by heat map graphing and eigengene value graphing (described by “color” corresponding to a cluster dendrogram); this allowed us to define the modules into three classes—spatiotemporal, tempo-spatial, and sex-temporal. Spatiotemporal modules were characterized by remarkably higher expression in distinct brain structures, while temporal regulation was less remarkable (Fig. 3; Supplemental Fig. S4). The postnatal dynamic lncRNA modules strongly associated with specific brain architectures includes CB (M1, turquoise, 794 lncRNAs), DG/CA1 (M2, blue, 443 lncRNAs), CA1 (M4, yellow, 369 lncRNAs), neocortex (M7, black, 123 lncRNAs), and OC (M10, purple, 57 lncRNAs) (Fig. 3C).

**Figure 3.**
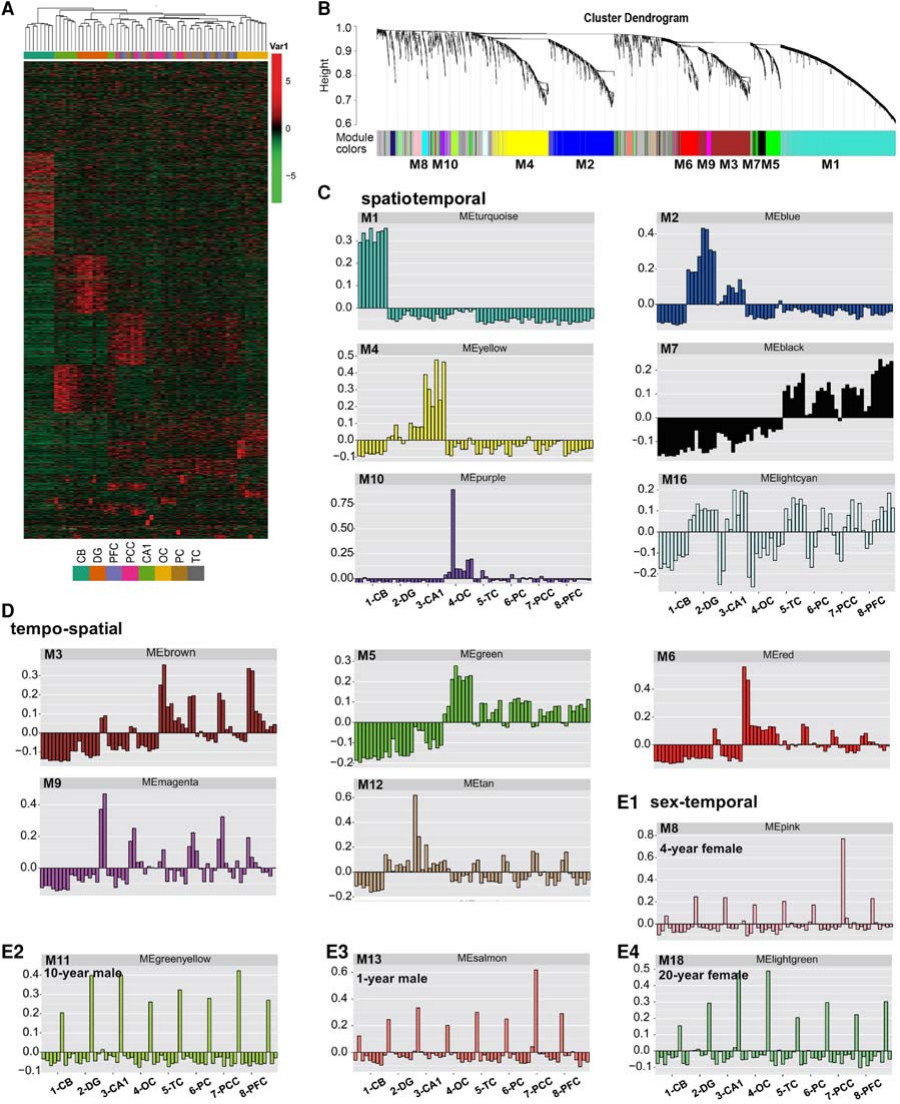
The discrete expression modules of lncRNA expression by the WGCNA analysis. (*A*) Hierarchical clustering heat map of all differentially expressed lncRNAs (Fig. 2C, *right*) by samples. LncRNA modules were arranged from 0 (*top*) to 18 (*bottom*). (*B*) Hierarchical cluster dendrogram of all differentially expressed lncRNAs modules. Modules corresponding to branches are labeled with colors indicated by the color bands *underneath* the tree. (*C*) Eigengene bar plot of spatiotemporal modules of lncRNAs. Samples were first sorted by brain regions in the order of CB, DG, CA1, OC, TC, PC, PCC, and PFC. In each brain region, samples were then sorted by age (1 yr to 20 yr), and by sex (female and male). (*D*) Eigengene bar plot of tempo-spatial modules of lncRNAs in the same sample order as in *C*. (*E1*–*E4*) Eigengene bar plot of sex-temporal modules of lncRNAs in the same sample order as in *C*.

Tempo-spatial modules demonstrated a more pronounced and patterned regulation by postnatal development and aging but were less patterned by structure separation (Fig. 3D). Expression of lncRNA and mRNA genes in sex-temporal modules was specific to both sex and age but was less associated with specific structures (Fig. 3E; Supplemental Fig. S4E10; Supplemental Table S3). Surprisingly, reciprocal sex-specific patterns of lncRNAs were observed across the four ages (Fig. 3E1–E4). Such a reciprocal sex-specific regulation was also shown by mRNAs (Supplemental Fig. S4E10).

To validate the spatial-specific lncRNAs in macaque brain, we determined the expression levels of three CB-specific lncRNAs, *RP11-491F9.1*, *Gm37142,* and *LINC00670*, which were abundant in brain and predicted with potential roles in brain function. Both qPCR and RNA-seq data revealed that *RP11-491F9.1*, *Gm37142*, and *LINC00670* were exclusively preserved in CB across the four ages (Supplemental Figs. S5A, S6A). In Situ Hybridization (ISH) data from 10-yr-old CB slices validated that *RP11-491F9.1* was exclusively expressed in CB (Supplemental Figs. S5B, S6B). This phenotype was also confirmed by the CA1- and DG-enriched *NONHSAG047825.1* (Supplemental Fig. S6C,D).

### High dynamics of lncRNA expression in the cerebral cortices

Among the lncRNA co-expression modules, the third largest M3 contains 396 lncRNAs. M3 did not express in CB or DG but was highly expressed in PFC, PCC, TC, PC, and OC in an age-regulated pattern (Fig. 3D). These lncRNAs were mostly expressed in 1-yr-olds, and their expression was reduced significantly at other ages, especially in regions like PCC, PC, and TC. We named this class of cerebral lncRNAs as “Early lncRNAs.” In the CA1 region, these classes of lncRNAs were expressed in a similar pattern. M9 (magenta, 58) represented another class of lncRNAs. Similar to M3, M9 lncRNAs expressed at highest levels in 1-yr-old macaques but were reduced significantly in other ages, especially in regions of PFC, PCC, TC, PC, OC, and CA1. In contrast to M3, high M9 lncRNAs expression at 1-yr-old was more evident in male than in female except for PFC. M6 represents another class of early lncRNA, being mostly expressed in OC. Interestingly, expression of both M5 (green, 207) and M7 (black, 123) lncRNAs was at a minimum at 1 yr old, but their expression was significantly higher in other age groups. We therefore termed M5 and M7 as “Late lncRNAs.” Next, we observed that the expression pattern of *AC112693.3*, *HCG11*, *NONMMLT001498.1*, and *AC016757.3*, *lnc-OCM-2*, *NONHSAT163151.1* resembled early and late lncRNAs with potential brain function, respectively. Data from qPCR and ISH showed that *AC112693.3*, *HCG11*, and *NONMMLT001498.1* expression decreased sharply after the age of 1 yr, while *AC016757.3*, *lnc-OCM-2*, and *NONHSAT163151.1* increased gradually with age (Supplemental Figs. S7A–D, S8A–E).

### Sex difference in lncRNA expression

Sex-biased expression of protein-coding genes has been reported in the human brain (Kang et al. 2011). Here, we have identified a 4-yr-old male mRNA module (81 protein-encoding genes) and four sex-temporal lncRNA modules (183 lncRNA genes). The four sex-temporal-specific lncRNA modules were the 1- and 10-yr-old male (M13 and M9), and the 4- and 20-yr-old female (M8 and M18) (Fig. 3E1–E4).

We next used a paired *t*-test module (*P*-value < 0.01) to identify sex-specific lncRNAs regardless of their temporal regulation. A total of 307 sex-biased lncRNAs were identified, including 148 female-biased and 159 male-biased (Fig. 4A). Among these sex-specific lncRNAs, five and two sex-biased lncRNAs were encoded from the X Chromosome of female and male macaques, respectively. The same approach identified 90 female-biased and 129 male-biased mRNAs (Supplemental Fig. S9A–D). Therefore, sex-biased lncRNAs (307/9904, 3.1%) were present at a much higher frequency than mRNAs (219/26654, 0.8%, *P*-value < 2.2 × 10^−16^, Fisher's exact test) across all ages and brain structures. The number of overlaps found between sex-biased and sex-temporal mRNA and lncRNAs were very limited, with only seven mRNAs and 24 lncRNAs being confirmed as two populations of sex-specific lncRNAs. Finally, we have determined the expression levels of three sex-biased lncRNAs, *AC027613.1*, *NONGGOT004660.1*, and *AC132825.2*, which were abundant in macaque brain. Further analyses of RNA-seq, qPCR and ISH data revealed high correlation of the *AC027613.1*, *NONGGOT004660.1*, and *AC132825.2* with sex and age specificities (Fig. 4B–E; Supplemental Figs. S10A–D, S11).

**Figure 4.**
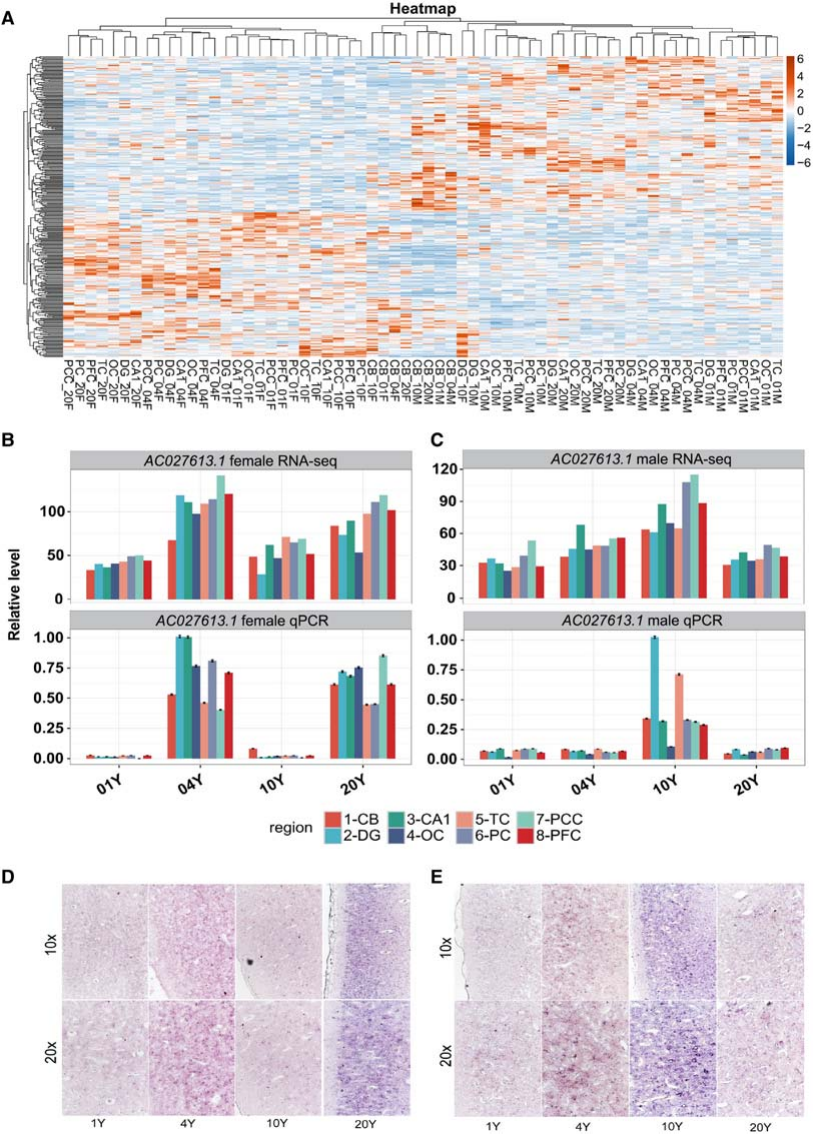
Characteristics of sex-biased lncRNA expression. (*A*) Hierarchical clustering heat map representation of the sex-biased lncRNA expression level. The sex-biased lncRNAs were obtained by *t*-test analysis (*P*-value < 0.01). (*B*,*C*) Bar plot of a sex-regulated lncRNA *AC027613.1* expression pattern in female (*B*) and male (*C*) samples across the four ages with RNA-seq expression level (*top*) and qRT-PCR level (*bottom*); (*B*) female samples, (*C*) male samples. (*D*,*E*) Representative ISH images of the *AC027613.1* expression in female (*D*) and male (*E*) PFC across the four ages with 10× amplification (*top*) and 20× amplification (*bottom*). The images are representative of replicates of three independent experiments.

### CAGE-seq analysis of the transcription start sites and 5′-capping dynamics of lncRNAs

Annotation of the transcriptional start sites on lncRNAs is important, but this concept is challenged by their diversity in biogenesis and by their low expression and conservation levels. Until recently, serious efforts have been made to gather human lncRNA transcript models with accurate 5′ ends by integration of various CAGE-seq data (Hon et al. 2017). In order to identify the more accurate transcription start sites (TSSs), we used a modified CAGE-seq technology to analyze lncRNAs identified by RNA sequencing assembly in macaque brains (Fig. 1). This technology selected polyadenylated lncRNAs to identify the 5′-cap structures. As a result, full-length lncRNAs with both a 5′-cap and 3′-poly(A) tail were enriched. 

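Tags were counted in 64 CAGE-seq libraries of rhesus macaque brain, made to enrich the 5′ ends of capped, polyadenylated RNA. How fully RNA without a cap was removed was not tested. The libraries came from PFC, PCC, temporal cortex, PC and OC of the neocortex, CA1 and DG of the hippocampus, and the cerebellar cortex (CB). The animals were females and males of 1, 4, 10 and 20 yr. Each region had 8 libraries, 1 for each combination of age and sex, and each combination is called an animal group here. No region, age and sex had a second library, so spread was measured between animal groups. For the RNA-seq of the same samples, the paper states a library for each age- and sex-matched pair, and its supplemental methods state that all 8 regions were collected from each specimen. In the modified CAGE-seq, selected poly(A) RNA was digested with a 5′-phosphate-dependent exonuclease, selected again and copied with a terminal-tagging oligo. The authors aligned the filtered reads with TopHat2, kept uniquely mapped reads and took the 5′ end of the first read as the CTSS. They gave the signal of each TC as TPM, its tags scaled to the library's total, with no correction for gene length.
Here, 160389 TCs were analysed, each given as 1 position with its strand and assigned to 1 of 13269 Ensembl genes of the MMUL 1.0 build. Symbols were known for 10069 of these genes. TCs of the assembled lncRNAs and the widths of TCs were not analysed here. No TPM above 0 was below 1, so a gene listed at 0 had no TC of at least 1 TPM. The smallest listed value stood for 2 to 7 tags, depending on the library. The paper's alignment table gives 1738100 to 7023720 uniquely mapped reads per library. The TPM of a gene was the sum over its TCs. Genes with at least 1 TPM in at least 8 libraries, 6106 in all, were compared on log2(TPM + 1) with limma, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Comparisons between regions used all 64 libraries with the animal group as a further term. Comparisons between ages and between sexes used the 8 animal-group means over the regions.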

CAGE-seq was used to generate 5′-cap sequencing reads from the very same 64 macaque brain samples used to generate RNA sequencing reads for assembly. Therefore, TSSs were annotated to the same sets of lncRNAs assembled by RNA reads. 

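CA1 libraries had the highest mean share of mapped reads, 74.0% ± 2.35 (SD, n = 8 libraries), and OC the lowest, 61.5% ± 4.17 (n = 8), computed from the paper's alignment table. Over all libraries this share was 67.4% ± 6.38 (n = 64) and ranged from 47.9% to 76.4%. The share of raw reads that passed the authors' filter varied more. It was 80.9% ± 9.82 in CB and 36.0% ± 9.52 in PFC (n = 8 each), and it was lowest, at 13.6%, in the PFC library of 20-yr-old females. In the deposited values, the TCs listed for mRNA genes held 62.1% ± 3.14 of all tags in CB and 49.8% ± 4.31 in CA1 (n = 8 each). Over the 64 libraries they held from 42.8% to 71.4%. Genes encoded in the mitochondrial genome, 31 in all, held 3.43% ± 1.04 of the tags in PC and 0.498% ± 0.260 in CB (n = 8 each).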

Detailed sequencing and alignment results are shown in Supplemental Table S4, with an average of 66.83% mapping efficiency. 

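Tags of known mRNA genes lay mostly near the annotated starts in every region. The share of a library's listed TPM within 500 nt of an annotated start was 53.5% ± 3.69 (SD, n = 64 libraries) and ranged from 42.9% to 64.1%. By region the mean was highest in PC, 55.2% ± 2.57, and lowest in CB, 51.8% ± 3.70 (n = 8 each). Genes differed widely. CLU, which encodes the secreted chaperone clusterin, had 87.3% of its tags within 500 nt of its start, and GAP43, which encodes a protein of growing axons, had 98.8%. HYPK had the highest mean of all genes, 31784 ± 8048 TPM (n = 64), and held 5.66% of all listed TPM, but 0.733% of its tags lay within 500 nt of its start. Its main TC lay 8231 nt inside a gene of 9804 nt. GPX4, which encodes a glutathione peroxidase, had 12775 ± 7254 TPM (n = 64), with the main TC 36679 nt inside an annotated span of 39427 nt. Annotated spans were used as given with the values and not checked against another annotation. Whether a main TC far from the start reflects the tags or the annotated span was not tested. The 20 genes with the most tags held 26.7% of the listed TPM. These genes were singled out after their values were seen.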

Note that these reads were significantly enriched at the TSSs of known mRNAs (Supplemental Fig. S12A).

With the CAGE transcript start sites (CTSSs) falling within 20 bp being clustered into transcript clusters (TCs) as previously reported (Nepal et al. 2013), each TC may then represent a potential TSS. A total of 103,766 TCs were identified from all brain samples; 52.49% of them were distributed across 15,592 annotated genes. 

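The TCs analysed here were those assigned to mRNA genes, 160389 over 13269 genes. CA1 libraries had the most, 12036 ± 5290 TCs per library (SD, n = 8), and PCC libraries the fewest, 1789 ± 876 (n = 8). OC, PC, PFC and temporal cortex had means from 4092 in PC to 5153 in temporal cortex. A library held from 644 TCs, in CB of 10-yr-old females, to 23670, in CA1 of 20-yr-old females. Genes had a median of 6 TCs. TAOK2, which encodes a protein kinase, had the most, 410, over an annotated span of 1595943 nt. This span was not checked against another annotation. MAP1B, which encodes a microtubule-associated protein of neurons, had 242 TCs, CLU had 224 and MBP, which encodes myelin basic protein, had 213. These 4 genes were singled out after their values were seen. Within a library, 0.368% of neighbouring TCs lay less than 20 nt apart, and over all libraries pooled 43.1% did. Joining positions less than 20 nt apart, a step chosen after seeing the data, gave 91765 TCs.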

Eighty percent of TCs had a width of no more than 4 nt (Supplemental Fig. S12B), illustrating the strict usage of TSS in macaque brain. Over 82% of CTSSs were grouped into TCs, among which 32.93% of TCs were detected from more than one sample. 

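Of the 160389 TCs of mRNA genes, 41146 were detected in more than 1 library, which is 25.7% (95% Wilson interval 25.4% to 25.9%, counting error only). TCs near annotated starts were shared more often than those inside genes. Within 100 nt of a start, 40.0% of TCs were detected in more than 1 library, and inside the gene beyond 500 nt of the start, 20.0% were. At least 8 libraries shared 5669 TCs, and all 64 shared 5. Of these 5, the TC of SNCB, which encodes beta-synuclein, had 5157 ± 3955 TPM (SD, n = 64), and the TC of RBM42, which encodes an RNA-binding protein, had 3971 ± 2685 TPM (n = 64). The other 3 belong to genes without a symbol. A TC counts as shared here when the same position is listed, and with positions less than 20 nt apart joined, the share was 33.7%.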

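TCs of mRNA genes gathered at the annotated start, with a smaller group near the annotated end. The initial 10% of the gene's length held 23.6% of the TCs and 35.3% of the summed TPM over the 64 libraries. A further 14.0% of TCs and 17.7% of TPM lay upstream of the start, at most 722 nt away. The final 10% of the length held 18.5% of the TCs and 12.2% of the TPM, and the 10% before it held 8.76% and 12.4%. Each of the parts from 20% to 60% of the length held from 4.32% to 5.15% of the TCs and from 2.27% to 4.09% of the TPM. SST, which encodes the neuropeptide somatostatin, had its main TC 88 nt upstream of its start and 99.4% of its tags within 500 nt of it. NEUROD1, which encodes a neuronal transcription factor, had its main TC at the start itself and 97.9% of its tags within 500 nt. MBP had its main TC 38884 nt inside a gene of 39513 nt, and SYP, which encodes the synaptic vesicle protein synaptophysin, had it 11157 nt inside a gene of 11995 nt. Within 500 nt of their starts, these 2 genes had 0.186% and 0.0741% of their tags.

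**Figure D1:**
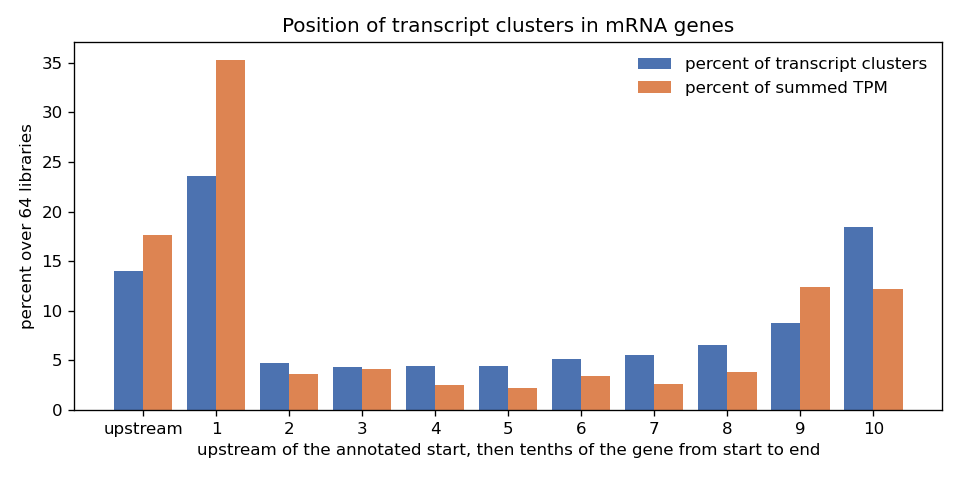
Position of TCs in mRNA genes. The x-axis gives the part upstream of the annotated start and then 10 equal parts of the gene from start to end, and the bars give the percent of TCs and of summed TPM over the 64 libraries. The part after the start holds 23.6% of TCs and 35.3% of TPM, and the last part holds 18.5% of TCs and 12.2% of TPM.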

TCs were enriched around the TSSs of both known protein-encoding genes as well as lncRNAs identified in this study (Fig. 5A). We found that CAGE-seq reads and TCs were strongly enriched at the 5′ UTR but not at the 3′ UTR and intronic regions (Fig. 5B).

**Figure 5.**
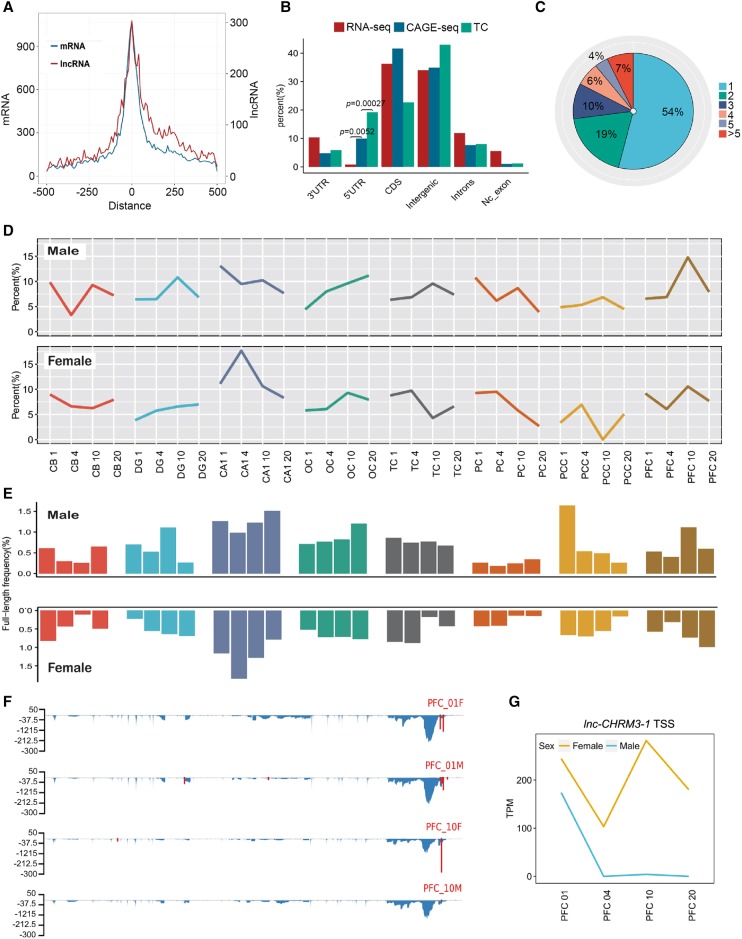
CAGE-seq characterization of alternative promoter usage and full-length frequency of lncRNAs. (*A*) TC number distribution around the annotated TSS of known mRNAs (turquoise) and lncRNAs (red) identified in this study. (*B*) Genomic region distribution of RNA-seq reads (control), CAGE-seq reads, and TCs to view the CAGE signal enrichment. Enrichment *P*-values were labeled for the 5′ UTR (Fisher's exact test). (*C*) Pie chart of percentage for lncRNA genes with one and more promoters. (>5) lncRNA genes with six and more promoters. (*D*) Dynamics of alternative promoter profiles during macaque brain development and aging. Alternative TC reads divided by total TC reads for each of the 64 samples were calculated and plotted. Male and female samples were separately plotted. (*E*) Dynamics of full-length frequency profiles of all lncRNAs in all 64 brain samples. Full-length frequency is indicated by the detected fraction of lncRNAs with polyadenylation and 5′-capping. The *x*-axis label is the same as in *D*. (*F*) Distribution of RNA-seq reads density (blue) and CAGE-seq TCs (red) along the *lnc-CHRM3-1* lncRNA. *y*-axis indicates the normalized density for RNA-seq and CAGE-seq. (*G*) Line plot of *lnc-CHRM3-1* TSS density in PFC samples. The TSS density was represented by TPM.

A total of 6991 of the intergenic TCs fell within 3084 (31.14%) of the lncRNAs annotated in this study, among which 2324 lncRNAs were homologous to those of human, showing significant enrichment (*P*-value < 0.001, Fisher's exact test). 

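Each library detected a minority of the genes that had a TC in at least 1 library, except that CA1 of 20-yr-old females detected 61.4%. A TC was found for 2188 genes in 1 library, for 1847 genes in at least 32 libraries and for 54 genes in all 64. Among these 54 were GAP43, with 6059 ± 3118 TPM (SD, n = 64), GAPDH, which encodes a glycolytic enzyme, with 1589 ± 1043 TPM, and PPP1R1B, which encodes a regulator of protein phosphatase 1, with 614 ± 578 TPM, all 3 named after their values were seen. Markers of the main brain cell types, listed before the data were examined, were partly covered. A TC was found for 11 of 13 genes of glutamatergic neurons, 11 of 13 of GABAergic neurons, 13 of 16 of cerebellar granule and Purkinje cells, 9 of 10 of astrocytes, 7 of 13 of oligodendrocytes and myelin, and 5 of 11 of microglia. Of 33 genes that the paper names, 9 had a TC. Among them were HTR2A, MAPK13, KCNH4, NRSN1, NGEF, PTBP1, ARHGAP9 and HCRTR1. NRSN1, which encodes a neuronal vesicle protein, was detected in the most libraries, 47, at a mean of 74.3 ± 126 TPM (n = 64), and HTR2A, which encodes a serotonin receptor, was detected in 1.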

A total of 13,269 mRNAs (43.87%) had at least one TC support. Different TC frequencies of lncRNAs and mRNAs were well correlated with their differential expression levels (*P*-value = 4.369 × 10^−8^, Mann-Whitney *U* test) (Supplemental Fig. S12C). TCs of a gene identified within the gene body or at 2 kilobases (kb) upstream of its previously annotated TSS, or genes containing more than one TC were assigned alternative promoters. About 66% and 46% of mRNAs and lncRNAs contained more than one TC, respectively, showing alternative promoter evidence (Fig. 5C; Supplemental Fig. S12D).

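Over all libraries, 10938 mRNA genes had more than 1 TC, which is 82.4% of the 13269 genes with a TC (95% Wilson interval 81.8% to 83.1%, counting error only). The paper gives about 66% of mRNAs with more than 1 TC, and the cause of this difference was not tested. Genes with 2 TCs made up 11.3%, those with 3 TCs 7.90%, those with 4 TCs 6.57%, those with 5 TCs 5.33% and those with more than 5 TCs 51.3%. Positions less than 20 nt apart were also joined, a step chosen after seeing the data. Then 80.1% of genes had more than 1 TC and 41.3% had more than 5. More than 1 TC in at least 1 single library was found for 7170 genes, or 54.0%. ARL6IP4, whose protein takes part in RNA splicing, had 75 TCs, and 87.6% of its tags came from the TC 1506 nt inside the gene. BEX1, which encodes a small neuronal adaptor protein, had 105 TCs, with 45.3% of its tags at the TC 392 nt inside the gene. SON, which encodes a splicing cofactor, had 49 TCs, with 88.8% of its tags at the TC 445 nt inside the gene. These 3 genes were singled out after their values were seen.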

We further plotted the ratio of multiple TC-containing genes to all TC-containing genes in all samples. 

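CA1 had the highest share of genes with more than 1 TC among the genes with a TC in the library, 45.9% ± 6.15 (SD, n = 8 libraries). PCC had the lowest, 22.8% ± 4.64, followed by CB with 28.8% ± 7.97 and DG with 30.4% ± 6.01 (n = 8 each). PC had 30.9% ± 6.49, OC 33.6% ± 3.84, PFC 33.9% ± 6.51 and temporal cortex 34.0% ± 6.97 (n = 8 each). Single libraries ranged from 14.1%, in CB of 10-yr-old females, to 58.9%, in CA1 of 20-yr-old females. The share moved with the number of TCs in the library, which itself includes the extra TCs of genes with more than 1 TC. Part of this relation is thus built in, and how much was not tested. Across the 64 libraries, Pearson's r between the share and the log2 number of TCs was 0.987 and Spearman's rho 0.991 (permutation p = 1e-05 for each, the smallest that 100000 resamples can give). With region means subtracted, r was 0.976 and rho 0.979, and r was 0.972 without the 2 libraries farthest from the median number of TCs. Male and female libraries of the same region and age were also related, with r = 0.677 and rho = 0.688 over 32 pairs (permutation p = 4e-05 and 3e-05). With region means subtracted, r was 0.349 (permutation p = 0.0506) and rho was 0.295 (permutation p = 0.100). In all, 12 relations across libraries were tested, and the adjusted p of these 2 last values were 0.0867 and 0.134.

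**Figure D2:**
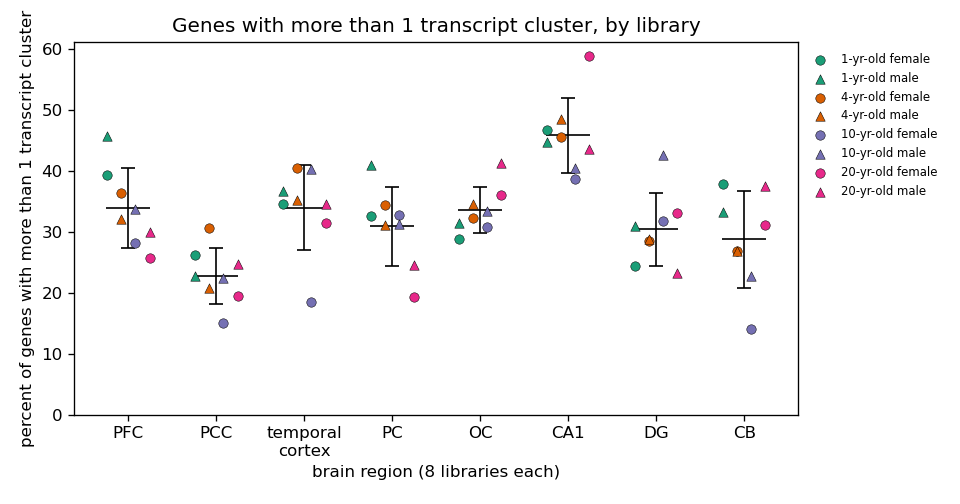
Percent of genes with more than 1 TC among genes with a TC, for each of the 64 libraries by region. Points are libraries, with color for age and shape for sex, and bars give the mean and SD of 8 libraries. CA1 libraries lie between 38.6% and 58.9%, and PCC libraries between 15.1% and 30.6%.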

Alternative promoter usage in mRNA genes was dynamically regulated by age in a spatial- and sex-dependent manner (Supplemental Fig. S12E). 

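The share of genes with more than 1 TC differed between regions before the number of TCs in the library was taken into account, and no difference between ages or sexes passed with all animal groups. The region F statistic was 9.94 (permutation test within animal groups, p = 1e-05, the smallest that 100000 resamples can give). The adjusted p of this permutation test was 4e-05, over the 8 tests of this share and of the frequency of genes with a TC. The hippocampus lay 7.14 percentage points above the neocortex, in 8 of 8 animal groups (exact sign-flip test, two-sided, p = 0.00781, adjusted p = 0.0156). CA1 carried this excess, since DG, at 30.4%, lay below the neocortical mean of 31.0%. For the share of TPM outside the main TC of the gene, the hippocampus lay 2.22 percentage points above the neocortex (exact sign-flip test, p = 0.0625). The sign of the hippocampal excess turned with 500 positions drawn from each library and with the 500 highest. Both settings were chosen after seeing the data. A draw from more positions leaves fewer of the same gene, so its sign is no result on the regions. The slope on the log2 number of TCs, fitted within regions, was also removed, a step chosen after seeing the data. The regions then did not pass (F = 1.75, permutation test within animal groups, p = 0.112). The number of TCs includes the extra TCs of genes with more than 1 TC. Removing its slope can therefore also remove a difference in promoter use, so this test leaves the question open. By age, the animal-group means were 34.8% ± 1.42 at 1 yr, 33.3% ± 1.50 at 4 yr, 29.8% ± 5.09 at 10 yr and 32.2% ± 0.379 at 20 yr (SD, n = 2 each; F = 1.18, exact permutation test, p = 0.476). Without the 10-yr-old males, the unadjusted exact p for age was 0.0476, but 10 yr was then 1 animal group, the females, assumed to vary like the other ages. Females had 31.6% ± 3.73 and males 33.5% ± 1.65 (n = 4 each; exact permutation test, two-sided, p = 0.486).
Among genes with at least 2 TCs that could be tested, 11 of 1265 differed between CB and the other 7 regions in how their tags were spread over TCs (limma diffSplice, adjusted p under 0.05). They were ARL6IP4, S100A1, NUDCD3, CRYAB, NTHL1, APOE, STX1A, NICOL1, KIF1C, RTRAF and ENSMMUG00000022896. In ARL6IP4, the TC 1506 nt inside the gene had 26.2 ± 73.7 TPM in CB and 5080 ± 4150 TPM in the other regions (SD, n = 8 and 56), while the TC at 1458 nt had 512 ± 857 and 229 ± 834 TPM (adjusted p = 1.7e-17). In KIF1C, which encodes a kinesin motor, the TC 26251 nt inside the gene had 321 ± 357 TPM in CB and 60.1 ± 102 TPM elsewhere (adjusted p = 0.0223). In CRYAB, which encodes a small heat shock protein, the TC 241 nt upstream of the start had 250 ± 240 and 56.7 ± 101 TPM (adjusted p = 0.00494). The adjusted p given for ARL6IP4, KIF1C and CRYAB are those of the gene's diffSplice test over its tested TCs. They do not test the TPM of a single TC. Relative to the gene's other TCs, all 11 genes had a TC that was higher and another that was lower in CB. In such relative values a higher TC goes with lower ones largely by construction, so this count is no evidence of a switch. In 10 of the 11 genes the 2 positions lay less than 100 nt apart, in 5 less than 20 nt. With positions less than 20 nt apart joined, 31 of 1539 genes passed, of which ARL6IP4 and KIF1C were shared with the 11 and 1, NRGN, was listed at 0 in all CB libraries. The count was 4 without 4-yr-old females and 19 without 10-yr-old females. The paper plotted the ratio of genes with more than 1 TC for all samples (Supplemental Fig. S12E). From this, it states that alternative promoter usage in mRNA genes was regulated by age, depending on region and sex. The age test here used means over the 8 regions. Whether the change with age differed between regions was not tested. From 1 to 20 yr, the share rose in OC, from 28.9% to 36.1% in females and from 31.5% to 41.3% in males. In PC it fell, from 32.6% to 19.3% and from 41.0% to 24.6%.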

When the same analysis was applied for lncRNAs with alternative TCs, similar dynamic patterns were demonstrated for both male and female subjects (*R* = 0.57, Pearson correlation coefficient) (Fig. 5D). 

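CA1 libraries detected the most mRNA genes with a TC, 5442 ± 1385 (SD, n = 8), and PCC libraries the fewest, 1258 ± 512 (n = 8). CB had 2132 ± 1005, DG 2224 ± 815, PC 2487 ± 1020, OC 2666 ± 638, PFC 2754 ± 1072 and temporal cortex 2986 ± 1062 genes (n = 8 each). As a share of the 13269 genes, this was 41.0% ± 10.4 in CA1, 16.8% ± 6.14 in DG and 9.48% ± 3.86 in PCC. The region F statistic of this share was 13.6 (permutation test within animal groups, p = 1e-05, the smallest that 100000 resamples can give). The adjusted p of this permutation test was 4e-05, over the 8 tests of this share and of the share of genes with more than 1 TC. The hippocampus lay 10.6 percentage points above the neocortex, in 8 of 8 animal groups (exact sign-flip test, two-sided, p = 0.00781, adjusted p = 0.0156), and DG alone lay below the neocortical mean of 18.3%. The mean share over the 8 regions was 23.6% ± 2.22 in 1-yr-old, 21.8% ± 1.56 in 4-yr-old, 17.7% ± 5.43 in 10-yr-old and 19.5% ± 0.478 in 20-yr-old animals (SD, n = 2 animal groups each). Age passed no test with all animal groups (F = 1.44, exact permutation test, p = 0.381, adjusted p = 0.514), but without the 10-yr-old males the unadjusted exact p was 0.0381, with 10 yr as 1 animal group that is assumed to vary like the other ages. Within regions, libraries whose tags were concentrated on few TCs had fewer genes. Pearson's r between the log2 number of genes and the log2 share of TPM in the 100 highest TCs, with region means subtracted, was -0.87, and Spearman's rho was -0.89 (permutation p = 1e-05 for each, n = 64).

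**Figure D3:**
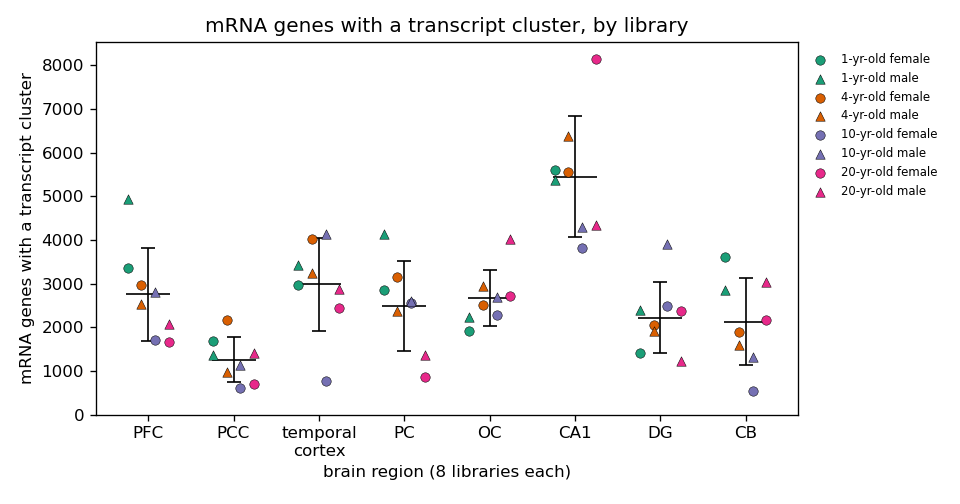
mRNA genes with a TC in each of the 64 libraries by region. Points are libraries, with color for age and shape for sex, and bars give the mean and SD of 8 libraries. CA1 libraries lie between 3805 and 8143 genes, and PCC libraries between 617 and 2158.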

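CBLN1 and CBLN3 of the cerebellar granule and Purkinje cell list were nearly confined to CB. Of 7 tested genes of this list, 4 were higher in CB than in the other 7 regions and none was lower (4 also when adjusted over the list alone; camera adjusted p = 2.43e-23, and 4.68e-12 with an estimated correlation). CBLN1, which encodes a secreted organizer of cerebellar synapses and lies on chromosome 20 from 47475834 to 47477974, had 750 ± 408 TPM in CB and was above 0 in 2 of the other 56 libraries (SD, n = 8; log2 difference 9.20, standard error 0.41, adjusted p = 2.05e-26). CBLN3, a member of the same family on chromosome 7 from 87324653 to 87327636, had 614 ± 268 TPM in CB, with 106 TPM in the 10-yr-old females, and was above 0 in 1 of the other libraries (log2 difference 9.02, standard error 0.28, adjusted p = 1.91e-33). NEUROD1 had 390 ± 474 TPM in CB and 24.8 ± 45.5 TPM elsewhere, where it was above 0 in 22 of 56 libraries (n = 8 and 56; log2 difference 5.42, adjusted p = 0.000107).
The list of glutamatergic neuron genes was lower in CB. Of its 9 tested genes, 2 were lower and none was higher (4 lower when adjusted over the list alone; camera adjusted p = 2.8e-05, and 0.0105 with an estimated correlation). NRGN, which encodes the postsynaptic protein neurogranin, was listed at 0 in all 8 CB libraries and was above 0 in all 56 others, at 241 ± 190 TPM (adjusted p = 3.07e-17). NEUROD6 was listed at 0 in CB and had 85.0 ± 126 TPM elsewhere (adjusted p = 0.0173, and 0.0561 with the number of genes in the library as a further term). Of 11 tested genes of GABAergic neurons, 2 were higher and 1 was lower, and the list as a whole did not pass (camera adjusted p = 0.995). CALB1, which encodes the calcium-binding protein calbindin, had 1263 ± 492 TPM in CB and 92.5 ± 152 TPM elsewhere (log2 difference 6.14, adjusted p = 7.81e-07), while SST was listed at 0 in all CB libraries and had 252 ± 274 TPM elsewhere (adjusted p = 1.06e-06). Among the genes with the largest decreases that held in 8 of 8 animal groups, CHGA, which encodes chromogranin A, and CAMKV were listed at 0 in CB, and HPCA, which encodes the calcium sensor hippocalcin, had 19.2 ± 39.4 TPM against 991 ± 949 TPM (adjusted p = 9.55e-11). Among the largest increases were SEPTIN4 and PPP4C, with log2 differences of 5.22 and 4.63 (adjusted p = 0.000864 and 0.0448, the last 0.0786 with the number of genes as a further term).
In all, 54 genes were higher and 82 lower in CB. On simulated data this comparison made 24 false calls among 126, which is 19.0%. The median log2 difference of all 6106 genes was -0.43, and with quantile normalization, which brought it to -0.18, 107 genes were higher and 93 lower, with 118 of the calls shared.

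**Figure D4:**
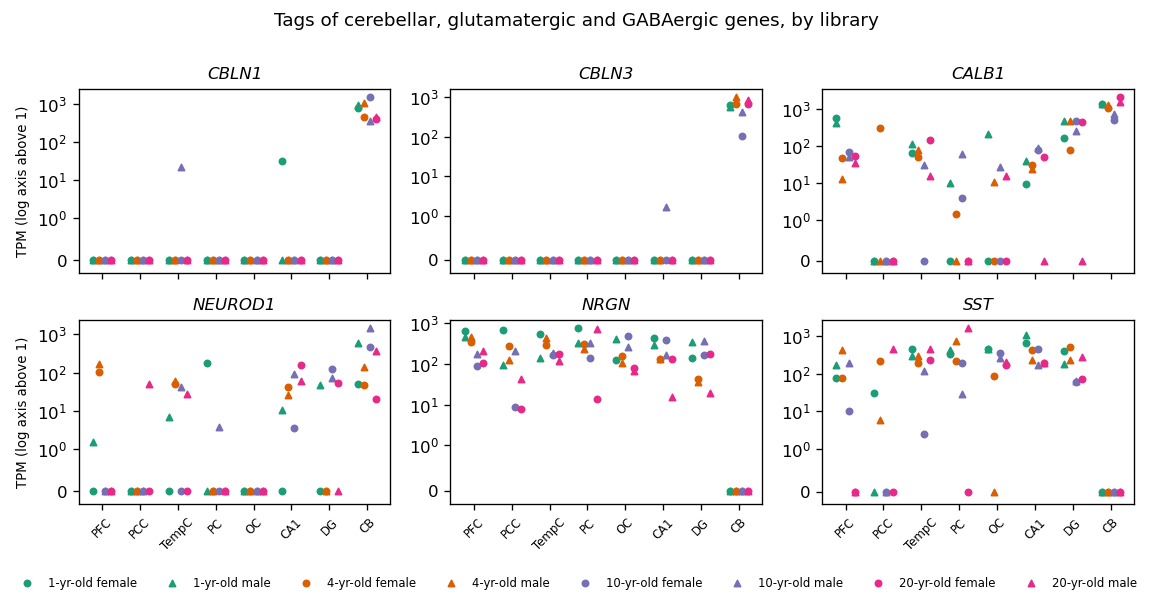
TPM of CBLN1, CBLN3, CALB1, NEUROD1, NRGN and SST in each of the 64 libraries by region, on an axis that is logarithmic above 1 TPM. Points are libraries, with color for age and shape for sex, and TempC stands for temporal cortex. CBLN1 lies between 359 and 1518 TPM in CB, and NRGN and SST are listed at 0 in all 8 CB libraries.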

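Myelin genes had more tags in the hippocampus than in the neocortex, and the means of MBP, MOBP and CNP were higher in CA1 than in DG. All 4 tested genes of oligodendrocytes and myelin were higher (4 also when adjusted over the list alone; camera adjusted p = 8.17e-06, and 9.04e-05 with an estimated correlation). MBP, on chromosome 18 from 70430437 to 70469949, had 6445 ± 1189 TPM in CA1, 2548 ± 1032 in DG, and in the neocortex from 860 ± 559 in temporal cortex to 3206 ± 2155 in PC (SD, n = 8 each), a log2 difference between hippocampus and neocortex of 1.50 (standard error 0.34, adjusted p = 0.00336). MOBP, which encodes another myelin protein, had 103 ± 68.5 TPM in CA1, 3.82 ± 5.83 TPM in DG and at most 4.82 ± 9.87 TPM in a neocortical region (n = 8 each), so that CA1 carried the log2 difference between hippocampus and neocortex of 2.63 (adjusted p = 0.000182, and 0.0501 with quantile normalization). MOG had 45.9 ± 26.5 TPM in CA1, 75.5 ± 150 TPM in DG and 22.8 ± 39.0 TPM in OC, above 0 in 8, 3 and 3 of 8 libraries, and was listed at 0 in all PFC and PCC libraries (log2 difference 3.35, adjusted p = 7.71e-05), and CNP had a log2 difference of 2.84 (adjusted p = 0.0197, and 0.0966 with the number of genes in the library as a further term). Of 8 tested astrocyte genes, 2 were higher (3 when adjusted over the list alone; camera adjusted p = 0.267). GFAP, which encodes the intermediate filament of astrocytes, had 667 ± 311 TPM in CA1, 433 ± 314 in DG, and in the neocortex from 8.60 ± 8.62 in PCC to 170 ± 218 in temporal cortex (n = 8 each; log2 difference 3.38, standard error 0.65, adjusted p = 0.000511, and 0.0545 with the number of genes as a further term), and ALDH1L1 had a log2 difference of 3.70 (adjusted p = 0.00221, and 0.138 with that term).
Of 9 tested genes of glutamatergic neurons, 3 were higher in the hippocampus, NEUROD6, GRIA1 and CAMK2A (4 when adjusted over the list alone; camera adjusted p = 0.267), and none of the 3 passed with the number of genes as a further term. TESPA1 fell most, from 306 ± 275 TPM in neocortex to 8.51 ± 21.5 TPM in hippocampus (n = 40 and 16; log2 difference -5.61, adjusted p = 3.53e-09). SNCB had 5860 ± 2860 and 3207 ± 2720 TPM (log2 difference -1.33, adjusted p = 0.000471), SCRT1, which encodes a neuronal zinc finger protein, had a log2 difference of -2.35 (adjusted p = 8.08e-05), and CPLX1, which encodes a complexin of the synapse, had -2.90 (adjusted p = 0.0126).
In all, 487 genes were higher and 13 lower in the hippocampus. The median log2 difference of all genes was 0.55, and 0.03 with quantile normalization, under which 127 genes were higher and 21 lower and 124 calls were shared. With the number of genes in the library as a further term, a setting chosen after seeing the data, 96 were higher and 27 lower, and without the 20-yr-old females 243 genes passed.

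**Figure D5:**
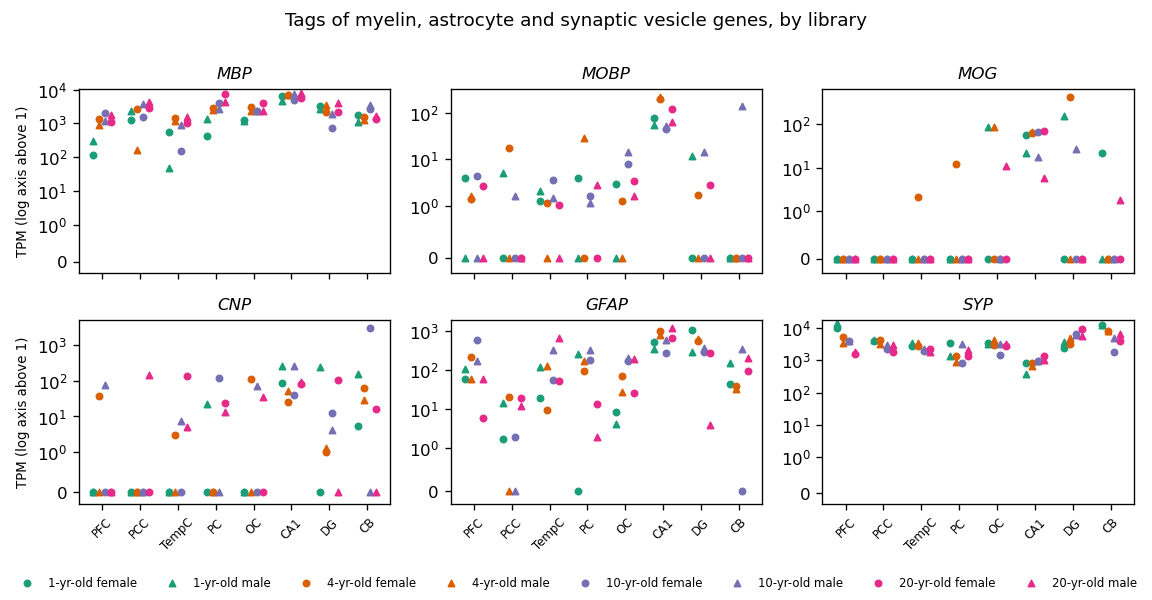
TPM of MBP, MOBP, MOG, CNP, GFAP and SYP in each of the 64 libraries by region, on an axis that is logarithmic above 1 TPM. Points are libraries, with color for age and shape for sex, and TempC stands for temporal cortex. MOBP lies between 45.5 and 216 TPM in CA1, and SYP lies between 375 and 1392 TPM in CA1 and between 2465 and 9489 TPM in DG.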

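Within the hippocampus, MOBP was higher and SYP lower in CA1 than in DG. MOBP was higher in CA1 in 8 of 8 animal groups (log2 difference 5.09, standard error 0.79, adjusted p = 9.75e-06), and this held with quantile normalization (4.61, adjusted p = 0.00225). SYP was at 888 ± 295 TPM against 5226 ± 2211 TPM in DG (SD, n = 8 each; log2 difference -2.53, standard error 0.46, adjusted p = 0.000106, and 0.00128 with quantile normalization). Of 10 tested genes of the synaptic vesicle and synapse, 4 were higher in CA1, among them SYT1, which encodes the calcium sensor of vesicle release, and 1, SYP, was lower (5 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.762). Of the 4, 2 passed with quantile normalization and none with the number of genes in the library as a further term (SYT1 adjusted p = 0.321). Of 4 tested genes of oligodendrocytes and myelin, 2 were higher (4 when adjusted over the list alone; camera adjusted p = 0.0909, 0.159 with an estimated correlation and 0.00922 with quantile normalization). PRKCB, which encodes a protein kinase C, had 224 ± 138 TPM in CA1 and 1.94 ± 4.55 TPM in DG (log2 difference 6.90, standard error 1.49, adjusted p = 0.000902), and MEF2C, which encodes a neuronal transcription factor, had 242 ± 219 and 3.15 ± 5.51 TPM (log2 difference 6.05, adjusted p = 0.000756). Their main TCs lay 372519 and 21575 nt inside the genes. HMOX2, which encodes a heme oxygenase, had 103 ± 54.4 TPM in CA1 and 1935 ± 1130 TPM in DG (log2 difference -4.01, adjusted p = 0.00022), and NOL7 had 196 ± 458 and 1105 ± 683 TPM (log2 difference -4.37, adjusted p = 0.0098). Both were lower in CA1 in 8 of 8 animal groups. In all, 1130 genes were higher in CA1 and 52 lower. The median log2 difference of all genes was 1.37, and 0.12 with quantile normalization, under which 204 were higher and 72 lower, while with the number of genes in the library as a further term 137 were higher and 50 lower. PRKCB and MEF2C did not pass with that term (adjusted p = 0.0697 and 0.159). Leaving out 1 animal group gave from 747 genes, without 4-yr-old males, to 1307, with 777 without 20-yr-old females and 784 without 1-yr-old females.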

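No mRNA gene was called between adjacent ages in the animal-group means. Each age had 2 animal groups, and opposite changes in different regions can cancel in these means. Recovery of known changes was not tested for ages. The counts of 0 thus do not show that no gene changed with age. Of 6106 genes, none passed between 4 and 1 yr, 10 and 4 yr or 20 and 10 yr with limma, while 272, 383 and 235 genes had an unadjusted p under 0.05. The counts remained 0 with all 64 libraries and the animal group as a random effect, with 354, 492 and 303 genes at an unadjusted p under 0.05. None of the 18 gene lists tested passed, with smallest adjusted p of 0.623, 0.58 and 0.451. Single genes had large differences that did not pass over all genes. SNAP25, which encodes a protein of vesicle fusion, had 227 ± 34.6 TPM at 1 yr and 51.3 ± 13.2 TPM at 4 yr (SD, n = 2 animal groups each; log2 difference -2.15, limma adjusted p = 0.999). NR4A1, an immediate-early gene, had 53.6 ± 13.8 TPM at 4 yr and 8.48 ± 10.2 TPM at 10 yr (n = 2 each; log2 difference -2.40, limma adjusted p = 0.734, and 0.00879 adjusted over the list alone).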

The frequency of 5′-capped mRNAs and lncRNAs among all lncRNAs and mRNAs demonstrated that the 5′-capping efficiency could be regulated spatially in different brain regions, as well as by the degree of brain maturation and age-related degeneration (Fig. 5E; Supplemental Fig. S12F). We also noticed the presence of sex-dependent regulation of 5′-capping efficiency and alternative promoter usage; one example is the *lnc-CHRM3-1* gene, shown in Figure 5F,G.

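No mRNA gene was called between females and males, with 4 animal groups of each sex matched by age (limma), and 321 of 6106 genes had an unadjusted p under 0.05. The frequency of genes with a TC was 19.7% ± 4.07 in females and 21.7% ± 2.56 in males (SD, n = 4 animal groups each). The difference was -1.98 percentage points (exact permutation test, two-sided, p = 0.514). With 1 animal group left out, it ranged from -3.06, without 4-yr-old females, to -0.0528, without 10-yr-old females. Without the 4 libraries with under 1000 positions, a setting chosen after seeing the data, it was -0.107. Of the 18 gene lists tested, that of microglia was higher in females (camera adjusted p = 0.0178, and 0.964 with an estimated correlation), with none of its 4 tested genes passing alone. C1QC, which encodes a complement protein made by microglia, had 195 ± 186 TPM in females and 78.8 ± 55.3 TPM in males (n = 4 each; log2 difference 1.21, limma adjusted p = 0.924) and was higher in females at 4 of 4 ages. CD74 had 71.0 ± 80.1 and 11.7 ± 9.54 TPM (n = 4 each; log2 difference 1.10, limma adjusted p = 0.958). Of 9 tested genes of the nuclear-encoded respiratory chain, CYC1 and UQCRB were lower in females when adjusted over the list alone (adjusted p = 0.016 and 0.0353) and not over all genes (adjusted p = 0.924 for each). CYC1 had 59.8 ± 50.0 TPM in females and 94.5 ± 46.7 TPM in males (n = 4 each) and was lower in females at 4 of 4 ages. The lncRNA lnc-CHRM3-1 was not analysed here.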

### LncRNA-mRNA co-expressed network

To explore the functions of brain lncRNAs, a correlation matrix between 9904 lncRNAs and 26,654 mRNAs was generated by computing the Pearson correlation coefficient for all pairwise combinations based on their expression in our 64 transcriptomes. At a stringency of *P*-value ≤ 0.01 and absolute Pearson correlation coefficient abs (PCC) ≥ 0.7, a total of 3,341,261 co-expression pairs were detected between 5084 lncRNAs and 18,418 mRNAs (Supplemental Table S5). For example, 237 mRNAs and 93 lncRNAs were co-expressed with *MIAT*; functional clustering of the interacted mRNAs revealed that this lncRNA is extensively involved in neuroactive ligand-receptor interaction, GABAergic synapse, dopaminergic synapse, glutamatergic synapse, and morphine addiction (Fig. 6A).

**Figure 6.**
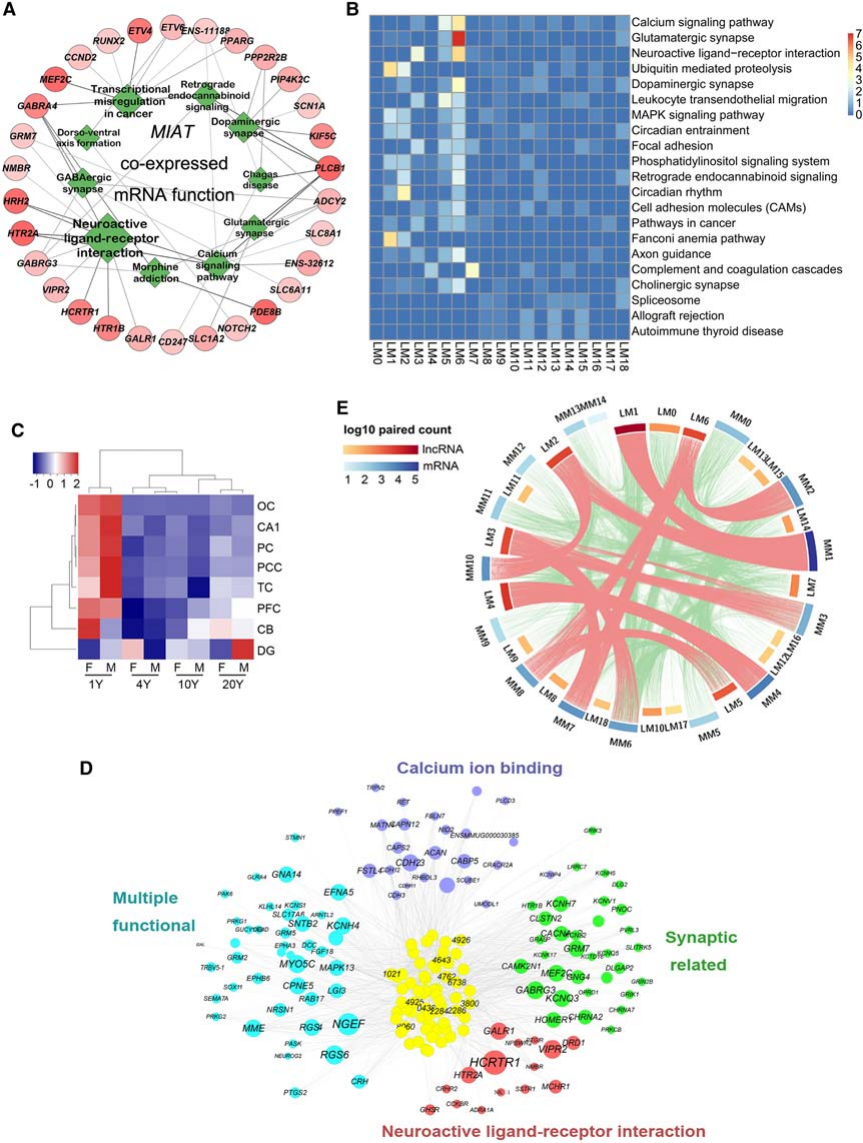
Co-expression network illustration between lncRNAs and mRNAs. (*A*) Functional presentation of mRNAs that were co-expressed with lncRNA *MIAT*. Green rhombuses are the functional terms and the size represents the statistical significance. The red circles are the mRNAs. The line thickness represents the correlation coefficient of mRNAs and *MIAT*, and the shade degree of mRNAs represents the total statistical significance of mRNAs and *MIAT*. (*B*) Heat map presentation of the KEGG pathways for mRNAs associated with each lncRNA module. The function of each lncRNA module was annotated by co-expressed mRNAs. Color degree of each cell represents the statistical significance of pathways (−log_10_[Qvalue]). (*C*) Hierarchical clustering heat map presentation for the expression pattern of Module 6 lncRNAs. Higher expression level was observed in 1-yr samples for all brain areas except for DG. (*D*) The co-expression network of M6 lncRNAs and the co-expressed mRNAs. LncRNAs are in the *center* and co-expressed mRNAs are on the *outside*. The numbers on the lncRNAs are the last four digits of the lncRNA ID. LncRNA shade degree, and mRNA circle and word size represent interaction strength (sum of correlation coefficients) between M6 lncRNAs and mRNAs. Genes for different neuronal functions were presented with respective colors. (*E*) Circular presentation of module-module interaction between lncRNAs and mRNAs. Scale bars were the same as in *B*. Shade degree of the cambered bars for each lncRNA module (LM) and mRNA module (MM) represents the log_10_ value of the co-expressed pair number in each module.

Enriched Gene Ontology (GO) terms and KEGG pathways were further obtained for all mRNAs interacted with each lncRNA module. The Fanconi anemia pathway was the most enriched for M1 lncRNAs (CB module); the circadian rhythm pathway was mostly enriched for M2 lncRNAs (CA1/DG-module); and allograft rejection and autoimmune disease were found for M13 lncRNAs (1-yr-old male module). For the neocortex lncRNA modules such as M3, M5, M6, M7, and M9, mRNA interactions were more enriched in conferring synaptic functions (Fig. 6B).

For illustration, we explored the function of two neocortex lncRNA modules, M5 (late lncRNAs) and M6 (early lncRNAs) (Figs. 3, 6C; Supplemental Figs. S7, S13A). Both GO and KEGG analyses showed that these two lncRNA modules were enriched in quite divergent functions (Supplemental Fig. S13B). We further generated M5 and M6 co-expression networks with their mRNA partners and mapped their interaction strength. The interaction strength map revealed that mRNA genes strongly correlated with M5 lncRNAs, including *ARHGAP9* (rho GTPase activating protein 9), *MAPK13*, *CAMK2N1* (calcium/calmodulin-dependent protein Kinase II Inhibitor 1), *HTR2A* (5-hydroxytryptamine receptor 2A), and *NRSN1* (neurensin 1) (Supplemental Fig. S13C). The co-expression map for M6 lncRNAs revealed different classes of strong co-expression genes such as *NGEF* (neuronal guanine nucleotide exchange factor), *KCNH4* (potassium voltage-gated channel subfamily H member 4), and *HCRTR1* (hypocretin receptor 1) (Fig. 6D).

Lastly, we analyzed the number of lncRNA-mRNA pairs between any two module pairs (18 lncRNAs and 14 mRNA modules). We found numbers of strong module-module co-expression pairs, which include exclusive pairs such as L1-M1 and L4-M4, as well as multiple pairs such as L2 with M1 and M10, and L6 with M2, M7, and M8 (Fig. 6E; Supplemental Table S5).

### Negative regulatory networks between mRNA-lncRNA and lncRNA-lncRNA

Co-expression of the gene pairs was then established between all pairs of lncRNA-lncRNA and mRNA-mRNA. We found that positive pairs were the predominant species, consistent with the co-expression pattern of most genes involved (D'Haeseleer et al. 2000; Zhang and Horvath 2005). Strikingly, as high as 22.37% lncRNA-mRNA and 25.35% lncRNA-lncRNA were negative pairs, in contrast to the 5.03% observed in mRNA-mRNA pairs. This suggests that a higher population of lncRNAs take part in negative pairs, supporting the notion that lncRNAs are gene-repressing in nature; this includes the repression of both mRNAs and lncRNAs expression (Supplemental Table S5).

After the stringent filtering, 3,341,261 lncRNA-mRNA pairs remained in our lncRNA-mRNA network, containing 5084 lncRNAs and 18,418 mRNAs. The network of a million co-expressed pairs contains 92.93% of positive lncRNA-mRNA pairs and 7.07% negative pairs.

We determined to illustrate the resulting negative regulatory network with that of the *Ptbp1* gene, a conservative heterogeneous nuclear ribonucleoprotein (hnRNP) that regulates neuronal gene expression. We found that the *Ptbp1* level was negatively correlated with 61 mRNA genes. Functions of these genes included neuron differentiation, cell projection organization, and neuron and nervous system development (Fig. 7A,B). Genes negatively regulated by *Ptbp1* formed extensive co-expression networks (Fig. 7C). Knockdown of *Ptbp1* in mouse cortical neurons significantly increased the levels of several of its targeting genes including *Emx2*, *LhxX2*, *Nr2e1*, *Kif3a*, and *Foxg1* expression (Supplemental Fig. S14A–I).

**Figure 7.**
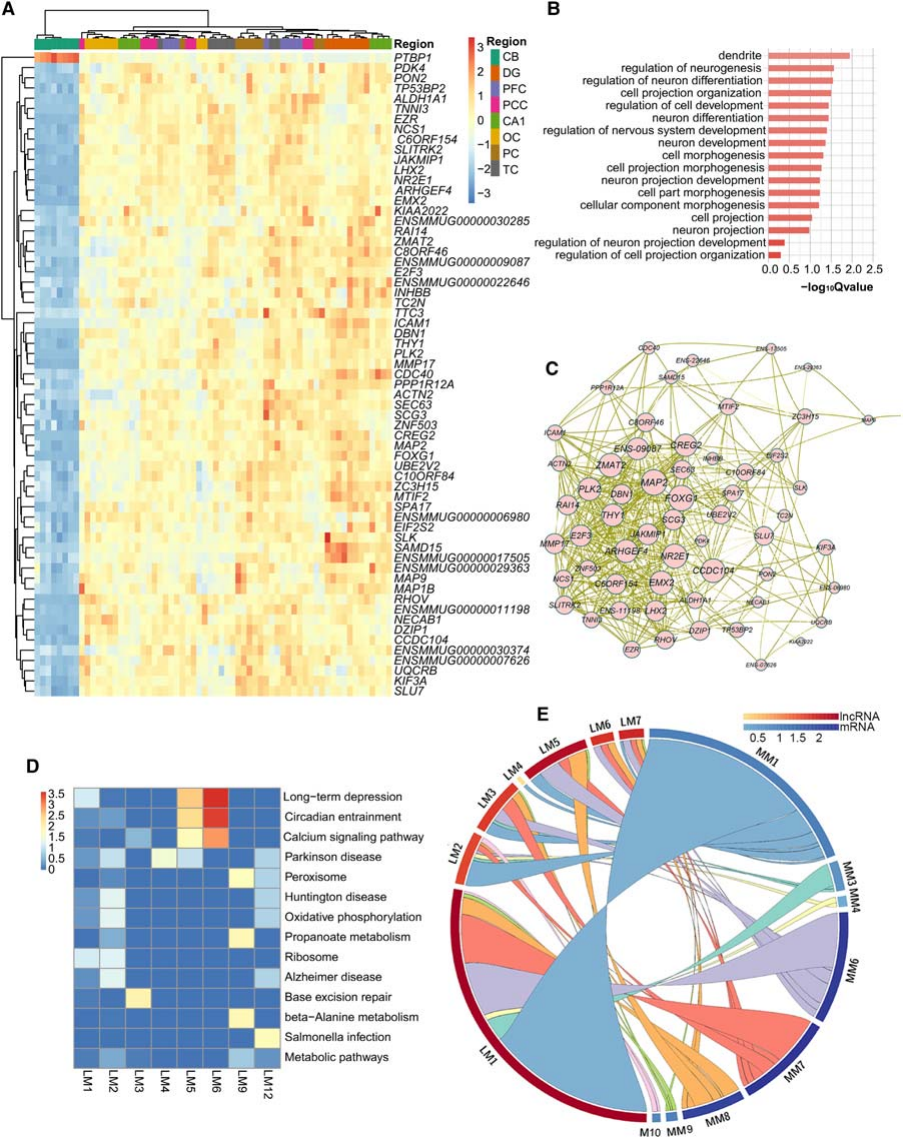
Negative regulatory networks between mRNA-lncRNA and lncRNA-lncRNA. (*A*) Hierarchical clustering heat map of the *PTBP1* and the mRNAs negatively regulated by *PTBP1*. Color bar represents the log_10_ RPKM. (*B*) Bar plot presentation of the functional terms of mRNAs negatively regulated by PTBP1. Length of bar represents the statistical significance of pathways (−log_10_ [Qvalue]). (*C*) Co-expression network presentation of mRNAs that were negatively regulated by *PTBP1*. Circle and word size of the co-expressed mRNAs represent additive interaction strength (sum of correlation coefficients) among mRNAs. (*D*) Heat map presentation of functional clustering by the negatively paired mRNAs of each lncRNA module. Color degree of each cell represents the statistical significance of pathways (−log_10_ [Qvalue]). (*E*) Circular presentation of association between lncRNA and mRNA modules that were negatively coregulated by lncRNAs. The length of the cambered bar represents the regulating lncRNA number between lncRNAs and mRNAs, and the arc color of the cambered bar represents the ratio between regulating lncRNAs and the gene number in each module. (MM) mRNA modules, (LM) lncRNA modules.

Next, we analyzed the lncRNAs in each distinct module that formed negative correlates with mRNAs (Fig. 7D). We further identified lncRNAs that target mRNA and lncRNA modules and then analyzed if there are any overlaps among these lncRNAs. Figure 7E shows the presence of a large number of lncRNAs that controlled both mRNAs and lncRNAs belonging to the M1 module (high expression in CB). Alternatively, we also noticed that a substantial number of lncRNAs could negatively regulate the expression of both M1 CB-mRNAs and M6/M7 neocortex-lncRNAs. In this negative regulatory network, lncRNAs of M1 and M5 modules were most extensively regulated by other lncRNAs, and the same was also true for mRNAs of M6, M7, and M8 modules.

## Discussion

Genomic and transcriptomic profiling of brain tissue data sets of different species reveal that alterations in genetic and epigenetic systems underlie the processes of brain development, aging, and even mental disorders (Oldham et al. 2008; Belgard et al. 2011; Qureshi and Mehler 2012; Aprea et al. 2013; Bakken et al. 2016). In this study, using RNA-seq and CAGE-seq, we generated complementary data sets that allowed the identification and confirmation of full-length orthologous lncRNA sequences, novel transcripts from macaque brain across postnatal development and aging. We expect that our new resource should contribute to the understanding of the importance of lncRNA-mediated regulation, not only to aspects of brain development and aging but also to brain-related disorders during different periods of life.

Although the contribution of sex differences in human cognition is well conceived, very limited information was available in the literature that explains their relationship (McCarthy and Arnold 2011). Our analysis of macaque brain lncRNAs is the first to identify hundreds of sex-temporal and sex-biased lncRNAs related to postnatal development and aging, indicating that lncRNAs might play significant roles in shaping the cognitive differences observed between male and female subjects.

The alternative promoter usages of both mRNAs and lncRNAs are also expected to play a role during brain development and aging, which has not been systematically studied so far. Using a full-length CAGE-seq approach, we identified not only the potential transcription start sites of a large fraction of macaque brain lncRNAs (31.14%) but also extended this finding to understand how spatial, temporal, and sex parameters regulate brain lncRNAs expression. Alternative promoter usage and capping efficiency associated with the transcription of lncRNAs and mRNAs could represent an important mechanism in regulating macaque brain development and aging, and this may also take part in regulating the expression of these two classes of RNAs.

While mRNA co-expression networks have been described as important in understanding the brain (Cabili et al. 2011; Fertuzinhos et al. 2014; Molyneaux et al. 2015; Zeisel et al. 2015), very few of them appear to reflect the complexity of brain architecture and function. We demonstrated how the data set can be used to profile trajectories of genes associated with specific neurobiological categories or disorders, many of which are not likely to be evident from transcriptomic profiles of commonly studied model systems. Coupled with analysis of co-expressed genes in the data set, these mRNA co-expression networks provide information on specific timing and tissue localization of various genes expressed in the brain, which will also offer insights regarding their function. Our data enhance genome-wide associations and linkage studies by narrowing the focus to any candidate genes that are specifically expressed during development or restricted to a specific region known to be afflicted in neurological diseases. Additional parameters, such as how lncRNA represses other lncRNA expression, are still currently under study. We report here on the dynamic changes observed in lncRNA co-expression networks that may serve as a regulatory system that truly contributes to the complexity of brain architecture and function, particularly in primates.

## Methods

### RNA-seq and CAGE-seq library construction and sequencing

For the RNA-seq library, total RNA was extracted from all brain tissue samples by using TRIzol Reagent (Ambion) following the manufacturer's instructions. After DNA depletion, polyadenylated RNAs were purified and concentrated with oligo (dT)-conjugated magnetic beads (Invitrogen) before being used for directional RNA-seq library preparation. RNA reverse transcription was performed with the RT primer harboring a 3′ adaptor sequence and randomized hexamer. The cDNAs were purified and amplified. Products corresponding to 200–500 bp were purified, quantified, and stored at −80°C before sequencing.

For CAGE-seq, total RNA was treated with RQ1 RNase-Free DNase (Promega) to remove DNA. Polyadenylated RNAs were purified and concentrated with oligo (dT)-conjugated magnetic beads (Invitrogen). The capped mRNA was performed with RT primer and DNA synthesized with a Terminal-Tagging oligo. The cDNAs were purified and amplified with PCR primers (Illumina), and PCR products corresponding to 200–500 bp were purified, quantified, and stored at −80°C until sequencing.

For high-throughput sequencing, the libraries were prepared following the manufacturer's instructions and applied to an Illumina HiSeq 2000 system for 100-nt paired-end sequencing and to a NextSeq 500 system for 150-nt paired-end sequencing by ABlife, Inc, for RNA-seq and CAGE-seq, respectively.

### RNA-seq and CAGE-seq raw data filtering and alignment statistics

Raw reads were first filtered to remove the adaptor and bases of low quality by FASTX-Toolkit (Version 0.0.13). Filtered reads were aligned to the macaque genome by TopHat2 (Kim et al. 2013) with the end-to-end method allowing two mismatches. Uniquely localized reads were then used to calculate read numbers and RPKM (reads per kilobase and per million) values for each gene according to reads and genes’ genomic location. After getting the expression level of all genes in all the samples, differentially expressed genes were analyzed by using edgeR (Robinson et al. 2010). See the Supplemental Methods for more details.

### CAGE-seq data analysis

After alignment, the 5′ end of each read was considered as the CAGE tag-defined transcription start site. The number of CAGE tags mapping to each CTSS across different samples was normalized to obtain the normalized number of tags per million (TPM). We then combined the TSSs with transcription clusters according to the known method (Nepal et al. 2013). Only CTSSs supported by a minimum of 0.5 TPM in at least one sample were used for a sample-specific clustering into transcript clusters. Neighboring CTSSs were clustered if they were <20 bp apart. See the Supplemental Methods for more details.

## Data access

RNA-seq and CAGE-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE87182. The modified WGCNA code and co-expression network and data are available in the Supplemental Material and can be downloaded from GitHub (https://github.com/DChenABLife/RhesusLncRNA).

## Supplementary Material

Supplemental Material

## References

[LIUGR217463C1] Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ. 1990 Basic local alignment search tool. J Mol Biol 215: 403–410.223171210.1016/S0022-2836(05)80360-2

[LIUGR217463C2] Aprea J, Prenninger S, Dori M, Ghosh T, Monasor LS, Wessendorf E, Zocher S, Massalini S, Alexopoulou D, Lesche M, 2013 Transcriptome sequencing during mouse brain development identifies long non-coding RNAs functionally involved in neurogenic commitment. EMBO J 32: 3145–3160.2424017510.1038/emboj.2013.245PMC3981144

[LIUGR217463C3] Bakken TE, Miller JA, Ding SL, Sunkin SM, Smith KA, Ng L, Szafer A, Dalley RA, Royall JJ, Lemon T, 2016 A comprehensive transcriptional map of primate brain development. Nature 535: 367–375.2740981010.1038/nature18637PMC5325728

[LIUGR217463C4] Barry G, Briggs JA, Vanichkina DP, Poth EM, Beveridge NJ, Ratnu VS, Nayler SP, Nones K, Hu J, Bredy TW, 2014 The long non-coding RNA Gomafu is acutely regulated in response to neuronal activation and involved in schizophrenia-associated alternative splicing. Mol Psychiatry 19: 486–494.2362898910.1038/mp.2013.45

[LIUGR217463C5] Batista PJ, Chang HY. 2013 Long noncoding RNAs: cellular address codes in development and disease. Cell 152: 1298–1307.2349893810.1016/j.cell.2013.02.012PMC3651923

[LIUGR217463C6] Belgard TG, Marques AC, Oliver PL, Abaan HO, Sirey TM, Hoerder-Suabedissen A, Garcia-Moreno F, Molnar Z, Margulies EH, Ponting CP. 2011 A transcriptomic atlas of mouse neocortical layers. Neuron 71: 605–616.2186787810.1016/j.neuron.2011.06.039PMC3163272

[LIUGR217463C7] Bernard D, Prasanth KV, Tripathi V, Colasse S, Nakamura T, Xuan Z, Zhang MQ, Sedel F, Jourdren L, Coulpier F, 2010 A long nuclear-retained non-coding RNA regulates synaptogenesis by modulating gene expression. EMBO J 29: 3082–3093.2072980810.1038/emboj.2010.199PMC2944070

[LIUGR217463C8] Briggs JA, Wolvetang EJ, Mattick JS, Rinn JL, Barry G. 2015 Mechanisms of long non-coding RNAs in mammalian nervous system development, plasticity, disease, and evolution. Neuron 88: 861–877.2663779510.1016/j.neuron.2015.09.045

[LIUGR217463C9] Cabili MN, Trapnell C, Goff L, Koziol M, Tazon-Vega B, Regev A, Rinn JL. 2011 Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses. Genes Dev 25: 1915–1927.2189064710.1101/gad.17446611PMC3185964

[LIUGR217463C10] Carrieri C, Cimatti L, Biagioli M, Beugnet A, Zucchelli S, Fedele S, Pesce E, Ferrer I, Collavin L, Santoro C, 2012 Long non-coding antisense RNA controls Uchl1 translation through an embedded SINEB2 repeat. Nature 491: 454–457.2306422910.1038/nature11508

[LIUGR217463C11] Derrien T, Johnson R, Bussotti G, Tanzer A, Djebali S, Tilgner H, Guernec G, Martin D, Merkel A, Knowles DG, 2012 The GENCODE v7 catalog of human long noncoding RNAs: analysis of their gene structure, evolution, and expression. Genome Res 22: 1775–1789.2295598810.1101/gr.132159.111PMC3431493

[LIUGR217463C12] D'Haeseleer P, Liang S, Somogyi R. 2000 Genetic network inference: from co-expression clustering to reverse engineering. Bioinformatics 16: 707–726.1109925710.1093/bioinformatics/16.8.707

[LIUGR217463C13] Fatica A, Bozzoni I. 2014 Long non-coding RNAs: new players in cell differentiation and development. Nat Rev Genet 15: 7–21.2429653510.1038/nrg3606

[LIUGR217463C14] Fertuzinhos S, Li M, Kawasawa YI, Ivic V, Franjic D, Singh D, Crair M, Sestan N. 2014 Laminar and temporal expression dynamics of coding and noncoding RNAs in the mouse neocortex. Cell Rep 6: 938–950.2456125610.1016/j.celrep.2014.01.036PMC3999901

[LIUGR217463C15] Gutschner T, Diederichs S. 2012 The hallmarks of cancer: a long non-coding RNA point of view. RNA Biol 9: 703–719.2266491510.4161/rna.20481PMC3495743

[LIUGR217463C16] Guttman M, Donaghey J, Carey BW, Garber M, Grenier JK, Munson G, Young G, Lucas AB, Ach R, Bruhn L, 2011 lincRNAs act in the circuitry controlling pluripotency and differentiation. Nature 477: 295–300.2187401810.1038/nature10398PMC3175327

[LIUGR217463C17] He Z, Bammann H, Han D, Xie G, Khaitovich P. 2014 Conserved expression of lincRNA during human and macaque prefrontal cortex development and maturation. RNA 20: 1103–1111.2484710410.1261/rna.043075.113PMC4074677

[LIUGR217463C18] Hon CC, Ramilowski JA, Harshbarger J, Bertin N, Rackham OJ, Gough J, Denisenko E, Schmeier S, Poulsen TM, Severin J, 2017 An atlas of human long non-coding RNAs with accurate 5′ ends. Nature 543: 199–204.2824113510.1038/nature21374PMC6857182

[LIUGR217463C19] Huarte M, Rinn JL. 2010 Large non-coding RNAs: missing links in cancer? Hum Mol Genet 19: R152–R161.2072929710.1093/hmg/ddq353PMC2953740

[LIUGR217463C20] Kang HJ, Kawasawa YI, Cheng F, Zhu Y, Xu X, Li M, Sousa AM, Pletikos M, Meyer KA, Sedmak G, 2011 Spatio-temporal transcriptome of the human brain. Nature 478: 483–489.2203144010.1038/nature10523PMC3566780

[LIUGR217463C21] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. 2013 TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol 14: R36.2361840810.1186/gb-2013-14-4-r36PMC4053844

[LIUGR217463C22] Langfelder P, Horvath S. 2008 WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics 9: 559.1911400810.1186/1471-2105-9-559PMC2631488

[LIUGR217463C23] McCarthy MM, Arnold AP. 2011 Reframing sexual differentiation of the brain. Nat Neurosci 14: 677–683.2161399610.1038/nn.2834PMC3165173

[LIUGR217463C24] Mercer TR, Dinger ME, Mariani J, Kosik KS, Mehler MF, Mattick JS. 2008a Noncoding RNAs in long-term memory formation. Neuroscientist 14: 434–445.1899712210.1177/1073858408319187

[LIUGR217463C25] Mercer TR, Dinger ME, Sunkin SM, Mehler MF, Mattick JS. 2008b Specific expression of long noncoding RNAs in the mouse brain. Proc Natl Acad Sci 105: 716–721.1818481210.1073/pnas.0706729105PMC2206602

[LIUGR217463C26] Mercer TR, Dinger ME, Mattick JS. 2009 Long non-coding RNAs: insights into functions. Nat Rev Genet 10: 155–159.1918892210.1038/nrg2521

[LIUGR217463C27] Molyneaux BJ, Goff LA, Brettler AC, Chen HH, Brown JR, Hrvatin S, Rinn JL, Arlotta P. 2015 DeCoN: genome-wide analysis of in vivo transcriptional dynamics during pyramidal neuron fate selection in neocortex. Neuron 85: 275–288.2555683310.1016/j.neuron.2014.12.024PMC4430475

[LIUGR217463C28] Necsulea A, Soumillon M, Warnefors M, Liechti A, Daish T, Zeller U, Baker JC, Grutzner F, Kaessmann H. 2014 The evolution of lncRNA repertoires and expression patterns in tetrapods. Nature 505: 635–640.2446351010.1038/nature12943

[LIUGR217463C29] Nepal C, Hadzhiev Y, Previti C, Haberle V, Li N, Takahashi H, Suzuki AM, Sheng Y, Abdelhamid RF, Anand S, 2013 Dynamic regulation of the transcription initiation landscape at single nucleotide resolution during vertebrate embryogenesis. Genome Res 23: 1938–1950.2400278510.1101/gr.153692.112PMC3814893

[LIUGR217463C30] Ng SY, Lin L, Soh BS, Stanton LW. 2013 Long noncoding RNAs in development and disease of the central nervous system. Trends Genet 29: 461–468.2356261210.1016/j.tig.2013.03.002

[LIUGR217463C31] Oldham MC, Konopka G, Iwamoto K, Langfelder P, Kato T, Horvath S, Geschwind DH. 2008 Functional organization of the transcriptome in human brain. Nat Neurosci 11: 1271–1282.1884998610.1038/nn.2207PMC2756411

[LIUGR217463C32] Pollard KS, Salama SR, Lambert N, Lambot MA, Coppens S, Pedersen JS, Katzman S, King B, Onodera C, Siepel A, 2006 An RNA gene expressed during cortical development evolved rapidly in humans. Nature 443: 167–172.1691523610.1038/nature05113

[LIUGR217463C33] Ponting CP, Oliver PL, Reik W. 2009 Evolution and functions of long noncoding RNAs. Cell 136: 629–641.1923988510.1016/j.cell.2009.02.006

[LIUGR217463C34] Qureshi IA, Mehler MF. 2012 Emerging roles of non-coding RNAs in brain evolution, development, plasticity and disease. Nat Rev Neurosci 13: 528–541.2281458710.1038/nrn3234PMC3478095

[LIUGR217463C35] Rhesus Macaque Genome Sequencing and Analysis Consortium, Gibbs RA, Rogers J, Katze MG, Bumgarner R, Weinstock GM, Mardis ER, Remington KA, Strausberg RL, Venter JC, 2007 Evolutionary and biomedical insights from the rhesus macaque genome. Science 316: 222–234.1743116710.1126/science.1139247

[LIUGR217463C36] Rinn JL, Chang HY. 2012 Genome regulation by long noncoding RNAs. Annu Rev Biochem 81: 145–166.2266307810.1146/annurev-biochem-051410-092902PMC3858397

[LIUGR217463C37] Robinson MD, McCarthy DJ, Smyth GK. 2010 edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139–140.1991030810.1093/bioinformatics/btp616PMC2796818

[LIUGR217463C38] Sauvageau M, Goff LA, Lodato S, Bonev B, Groff AF, Gerhardinger C, Sanchez-Gomez DB, Hacisuleyman E, Li E, Spence M, 2013 Multiple knockout mouse models reveal lincRNAs are required for life and brain development. eLife 2: e01749.2438124910.7554/eLife.01749PMC3874104

[LIUGR217463C39] Sun M, Kraus WL. 2013 Minireview: long noncoding RNAs: new “links” between gene expression and cellular outcomes in endocrinology. Mol Endocrinol 27: 1390–1402.2388509510.1210/me.2013-1113PMC3753426

[LIUGR217463C40] Sun M, Gadad SS, Kim DS, Kraus WL. 2015 Discovery, annotation, and functional analysis of long noncoding RNAs controlling cell-cycle gene expression and proliferation in breast cancer cells. Mol Cell 59: 698–711.2623601210.1016/j.molcel.2015.06.023PMC4546522

[LIUGR217463C41] Telley L, Govindan S, Prados J, Stevant I, Nef S, Dermitzakis E, Dayer A, Jabaudon D. 2016 Sequential transcriptional waves direct the differentiation of newborn neurons in the mouse neocortex. Science 351: 1443–1446.2694086810.1126/science.aad8361

[LIUGR217463C42] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L. 2010 Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol 28: 511–515.2043646410.1038/nbt.1621PMC3146043

[LIUGR217463C43] Ulitsky I. 2016 Evolution to the rescue: using comparative genomics to understand long non-coding RNAs. Nat Rev Genet 17: 601–614.2757337410.1038/nrg.2016.85

[LIUGR217463C44] Vance KW, Ponting CP. 2014 Transcriptional regulatory functions of nuclear long noncoding RNAs. Trends Genet 30: 348–355.2497401810.1016/j.tig.2014.06.001PMC4115187

[LIUGR217463C45] Wang KC, Chang HY. 2011 Molecular mechanisms of long noncoding RNAs. Mol Cell 43: 904–914.2192537910.1016/j.molcel.2011.08.018PMC3199020

[LIUGR217463C46] Zeisel A, Munoz-Manchado AB, Codeluppi S, Lonnerberg P, La Manno G, Jureus A, Marques S, Munguba H, He L, Betsholtz C, 2015 Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. Science 347: 1138–1142.2570017410.1126/science.aaa1934

[LIUGR217463C47] Zhang B, Horvath S. 2005 A general framework for weighted gene co-expression network analysis. Stat Appl Genet Mol Biol 4: Article17.1664683410.2202/1544-6115.1128

[LIUGR217463C48] Zhao X, Tang Z, Zhang H, Atianjoh FE, Zhao JY, Liang L, Wang W, Guan X, Kao SC, Tiwari V, 2013 A long noncoding RNA contributes to neuropathic pain by silencing Kcna2 in primary afferent neurons. Nat Neurosci 16: 1024–1031.2379294710.1038/nn.3438PMC3742386

[LIUGR217463C49] Zhao Y, Li H, Fang S, Kang Y, Wu W, Hao Y, Li Z, Bu D, Sun N, Zhang MQ, 2016 NONCODE 2016: an informative and valuable data source of long non-coding RNAs. Nucleic Acids Res 44: D203–D208.2658679910.1093/nar/gkv1252PMC4702886

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain — Supplemental Material 

# Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain

## Supplemental Material

- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Fig\_S5.pdf
- Supplemental\_Fig\_S6.pdf
- Supplemental\_Fig\_S7.pdf
- Supplemental\_Fig\_S8.pdf
- Supplemental\_Fig\_S9.pdf
- Supplemental\_Fig\_S10.pdf
- Supplemental\_Fig\_S11.pdf
- Supplemental\_Fig\_S12.pdf
- Supplemental\_Fig\_S13.pdf
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S4.xlsx
- Supplemental\_Table\_S5.xlsx
- Supplemental\_Table\_S6.xlsx
- Supplemental\_Methods.docx
- Supplemental\_Material.tar.gz
- Supplemental\_Fig\_S14.pdf

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

(D) Cumulative density of specificity scores across each brain areas for protein-coding genes and lncRNAs. The filtered lncRNAs and mRNAs were also plotted.

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

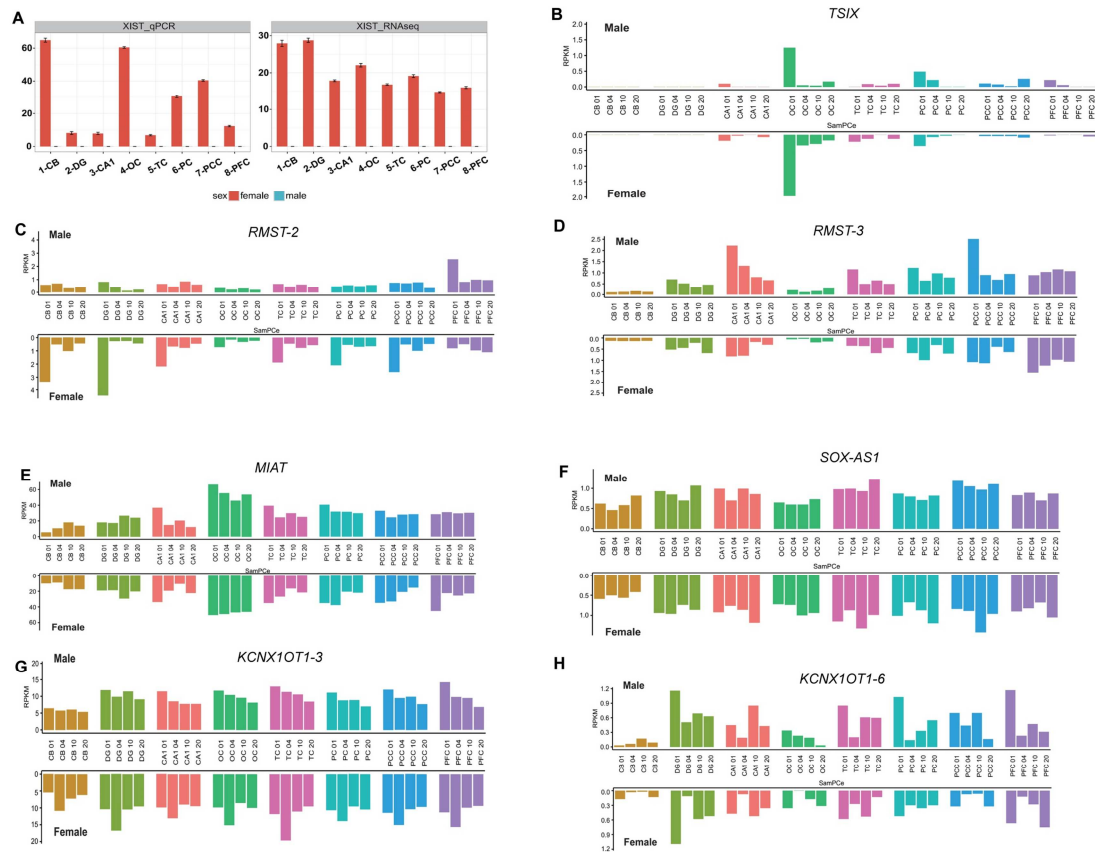

**Supplemental Fig S3. Known lncRNA validation by qPCR and RNA-Seq expression level**

(A) Bar plot of qPCR (left) validation and RNA-Seq (right) of sex-specific lncRNA *XIST*.

(B) Bar plot of RNA-Seq expression level in 64 samples of lncRNA *TSIX*.

(C) Bar plot of RNA-Seq expression level in 64 samples of lncRNA *RMST-2*.

(D) Bar plot of RNA-Seq expression level in 64 samples of lncRNA *RMST-3*.

(E) Bar plot of RNA-Seq expression level in 64 samples of lncRNA *MIAT*.

(F) Bar plot of RNA-Seq expression level in 64 samples of lncRNA *SOX-AS1*.

(G) Bar plot of RNA-Seq expression level in 64 samples of lncRNA *KCNX1OT1-3*.

(H) Bar plot of RNA-Seq expression level in 64 samples of lncRNA *KCNX1OT1-6*.

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

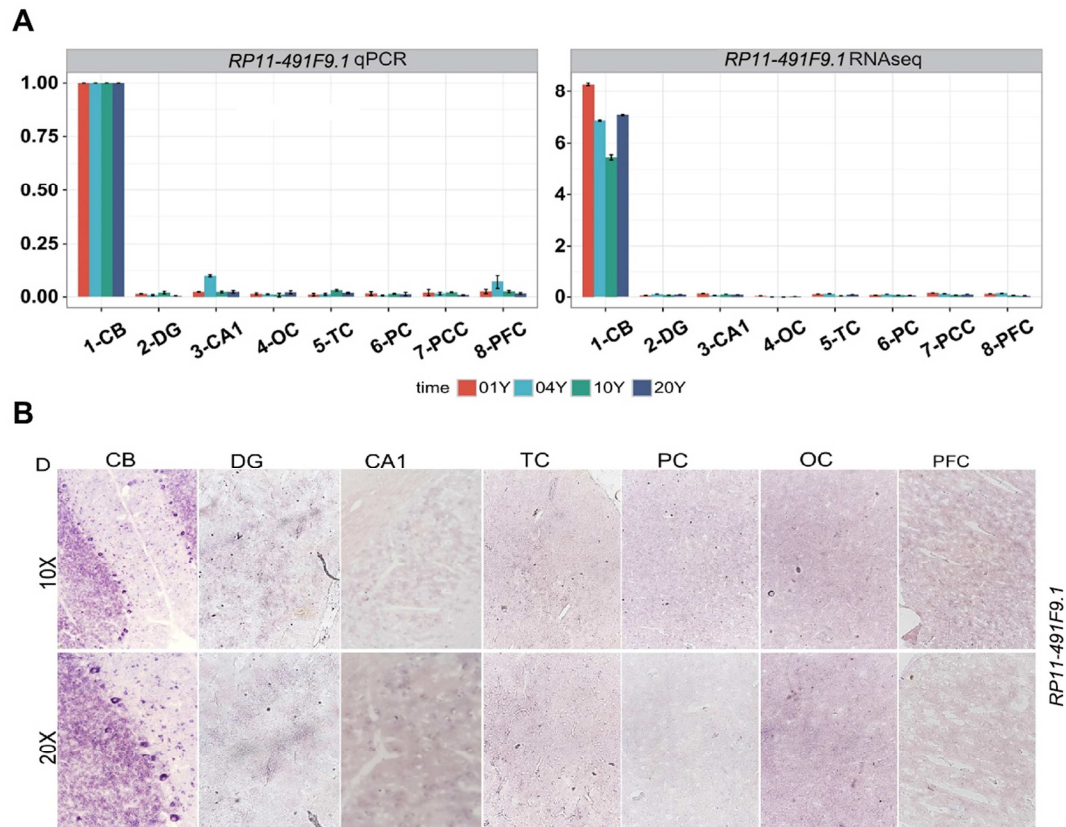

**Supplemental Fig S5. Characteristics of CB-specific lncRNA expression in rhesus monkey brain**

(A) qPCR (left) and RNA-Seq expression (right) validation of a CB-specific lncRNA, *RP11-491F9.1*.

(B) Representative ISH validation of *RP11-491F9.1* in macaque brain with 10x amplification (top) and 20x amplification (bottom). The images are representative of replicates of three independent experiments.

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

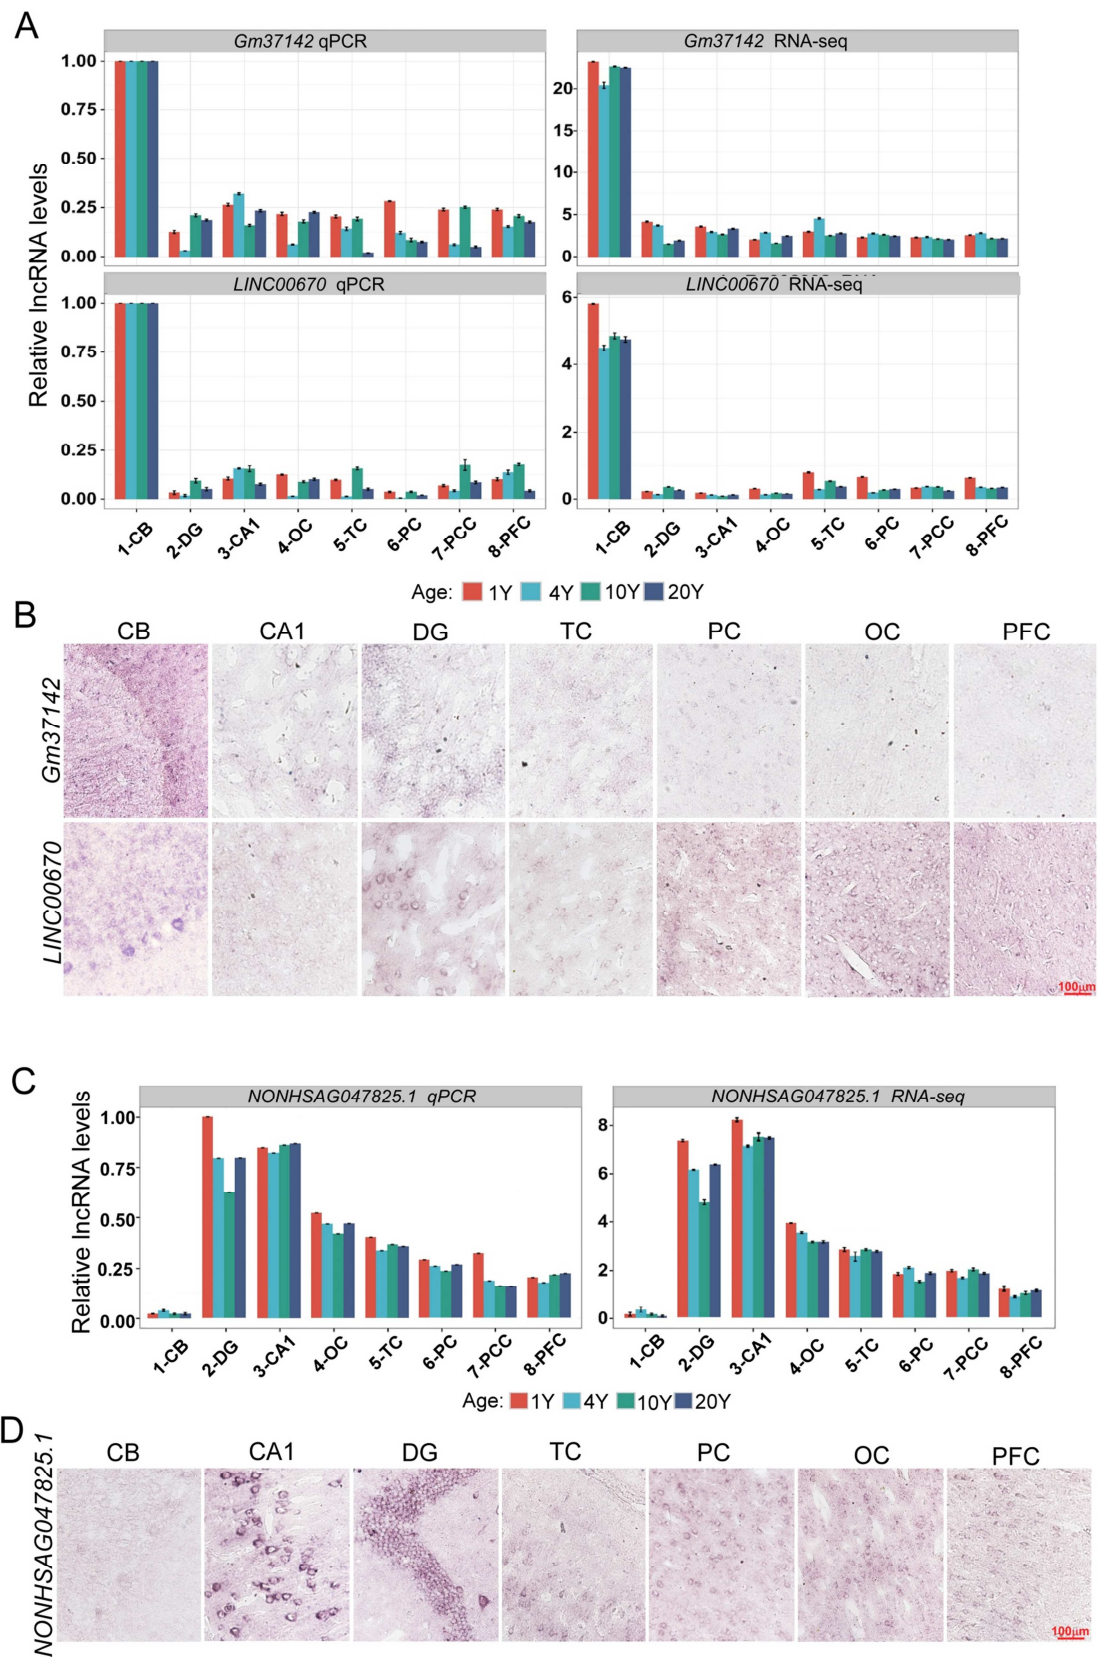

**Supplemental Fig S6. Characteristics of CB- and Hippo-specific lncRNA expression in rhesus monkey brain**

(A) qPCR (left) and RNA-seq expression (right) validation of two spatial specific lncRNAs: *Gm37142* (top) and *LINC00670* (bottom).

(B) Representative ISH validations of *Gm37142* and *LINC00670* in macaque brain. The images are representative of replicates of three independent experiments.

(C) qPCR (left) and RNA-seq expression (right) validation of one HP-biased lncRNA *NONHSAG047825.1*.

(D) Representative ISH validation of *NONHSAG047825.1* in macaque brain. The images are representative of replicates of three independent experiments.

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

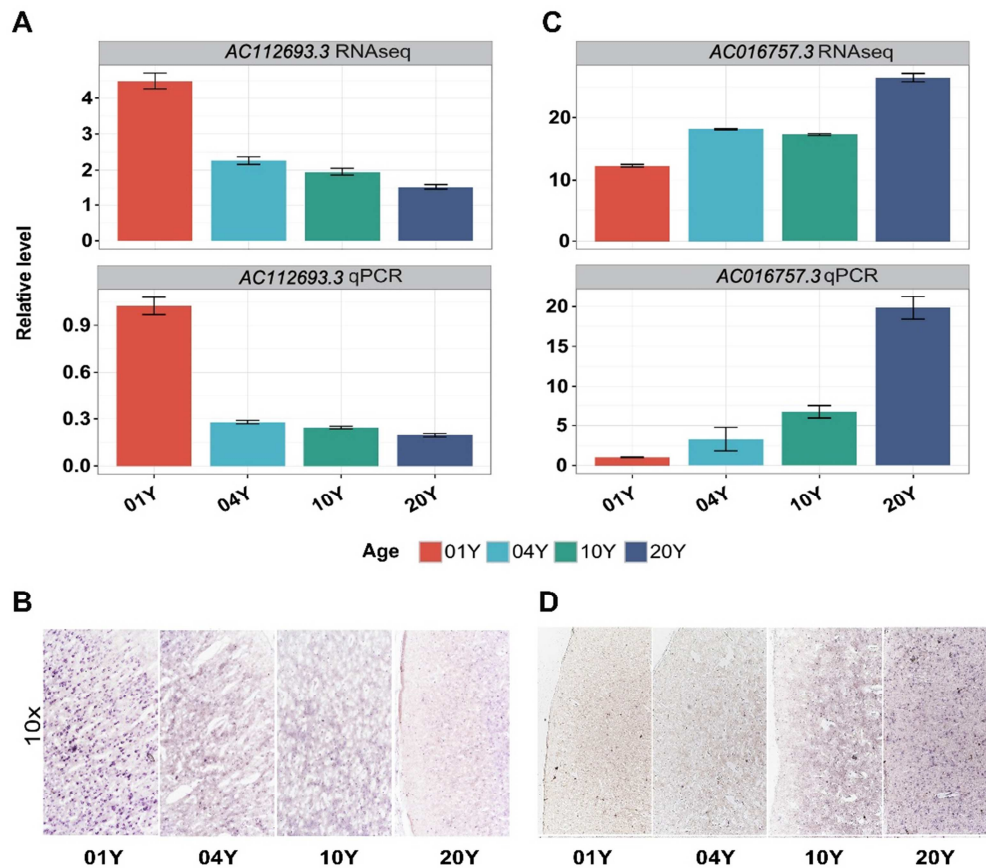

### Supplemental Fig S7. Characteristics of temporal-specific lncRNA expression in the PFC

(A) RNA-seq expression (top) and qPCR (bottom) validation of a temporal-specific lncRNA, *AC112693.3*.

(B) Representative ISH validation of *AC112693.3* in PFC across the four ages with 10x amplification image. The images are representative of replicates of three independent experiments.

(C) RNA-seq expression (top) and qPCR (bottom) validation of a temporal-specific lncRNA, *AC016757.3*.

(D) Representative ISH validation of *AC016757.3* in PFC across the four ages with 10x amplification image. The images are representative of replicates of three independent experiments.

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

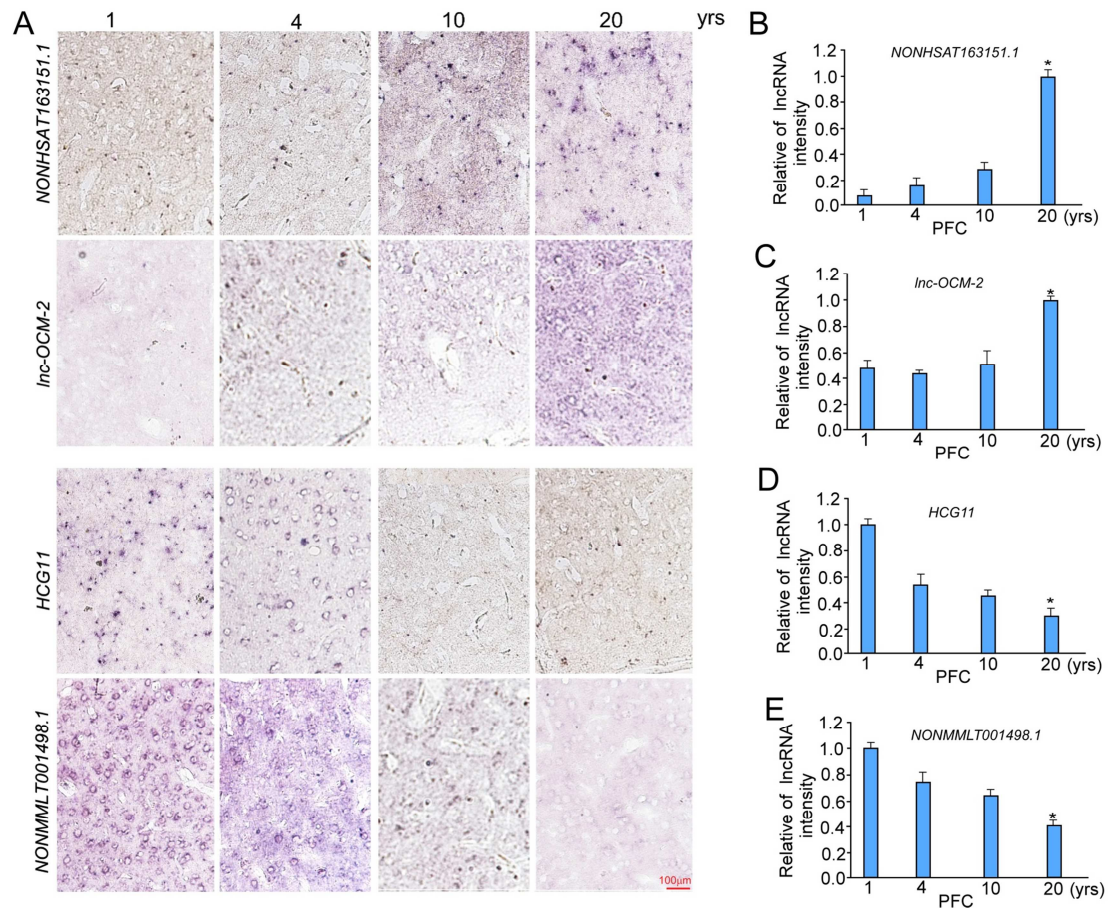

**Supplemental Fig S8. Characteristics of age-related lncRNA expression in the PFC**

(A) Representative ISH validation of age-related lncRNAs, *NONHSAT163151.1*, *lnc-OCM-2*, *HCG11*, *NONMMLT001498.1* in PFC across the four ages. The images are representative of replicates of three independent experiments.

(B-E) Relative ISH intensities of age-related lncRNAs, *NONHSAT163151.1*, *lnc-OCM-2*, *HCG11*, *NONMMLT001498.1* illustrated in panel A) were quantified by use of image J software. Data are present as mean  $\pm$  s.e.m. ( $n=18-26$  cells per group). Each bar represents the average of three independent experiments; error bars denote s.e.m. (\*,  $p < 0.05$ , unpaired  $t$  test).

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

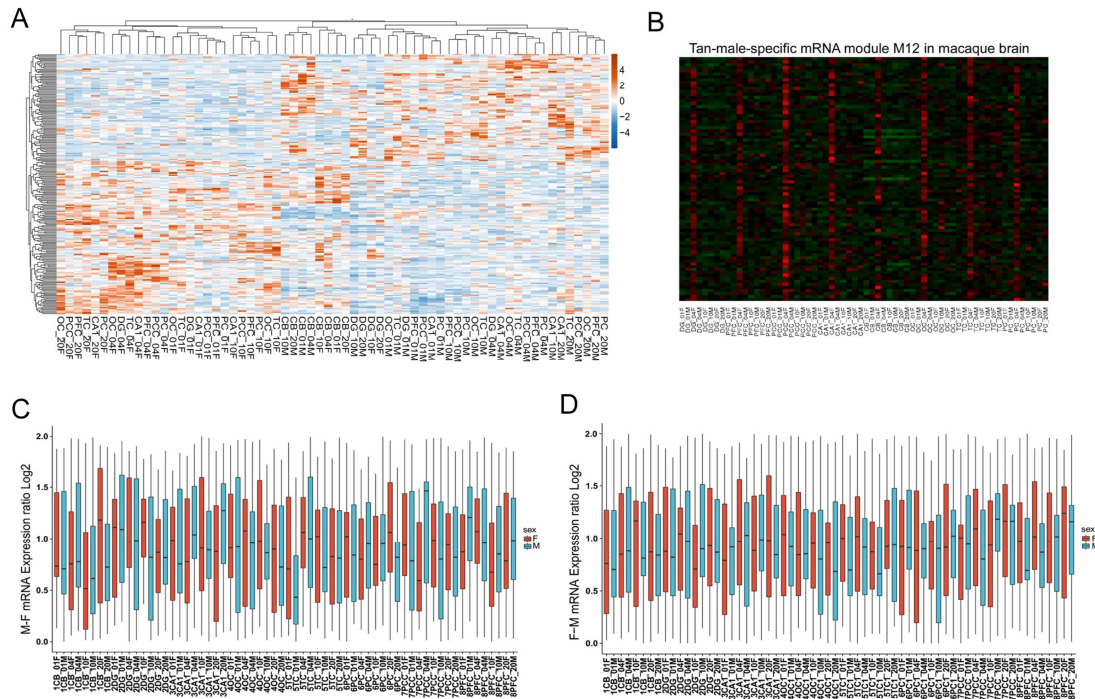

### Supplemental Fig S9. Characteristics of sex-specific lncRNA expression in rhesus monkey brain

(A) Hierarchical clustering heatmap representation of the sex-specific mRNA expression by t-test analysis.

(B) Heatmap presentation of one female specific mRNA module (Module12).

(C) Box plot of male specific mRNA expression level.

(D) Box plot of female specific mRNA expression level.

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

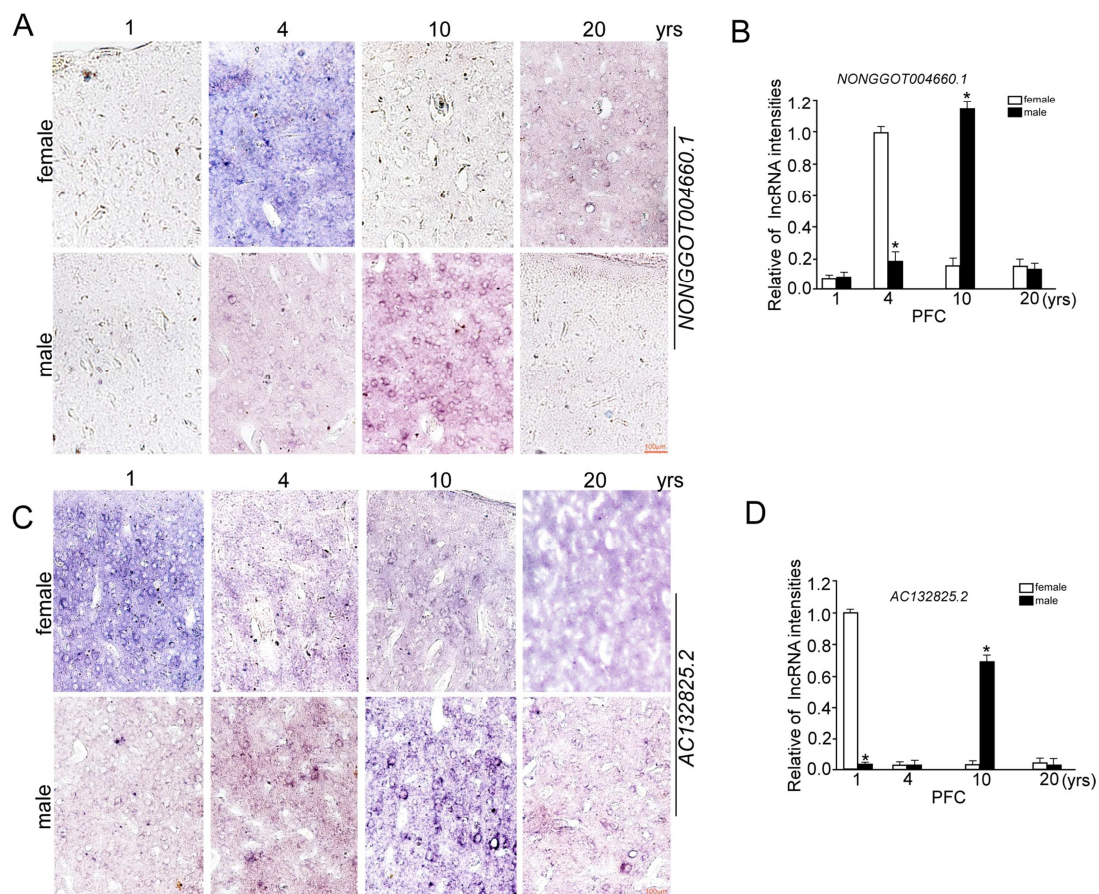

### Supplemental Fig S10. Characteristics of sex- and age-biased lncRNA expression

(A) Representative ISH images of lncRNA *NONGGOT004660.1* expression pattern in female and male PFC across the four ages. The images are representative of replicates of three independent experiments.

(B) Relative ISH intensities of sex- and age-biased lncRNA *NONGGOT004660.1* illustrated in panel A) were quantified by use of image J software. Data are present as mean  $\pm$  s.e.m. ( $n=30-36$  cells per group). Each bar represents the average of three independent experiments; error bars denote s.e.m. (\*,  $p < 0.05$ , unpaired  $t$  test).

(C) Representative ISH images of lncRNA *AC132825.2* expression pattern in female and male PFC across the four ages. The images are representative of replicates of three independent experiments.

(D) Relative ISH intensities of sex- and age-biased lncRNA *AC132825.2* illustrated in panel C) were quantified by use of image J software. Data are present as mean  $\pm$  s.e.m. ( $n=27-33$  cells per group). Each bar represents the average of three independent experiments; error bars denote s.e.m. (\*,  $p < 0.05$ , unpaired  $t$  test).

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

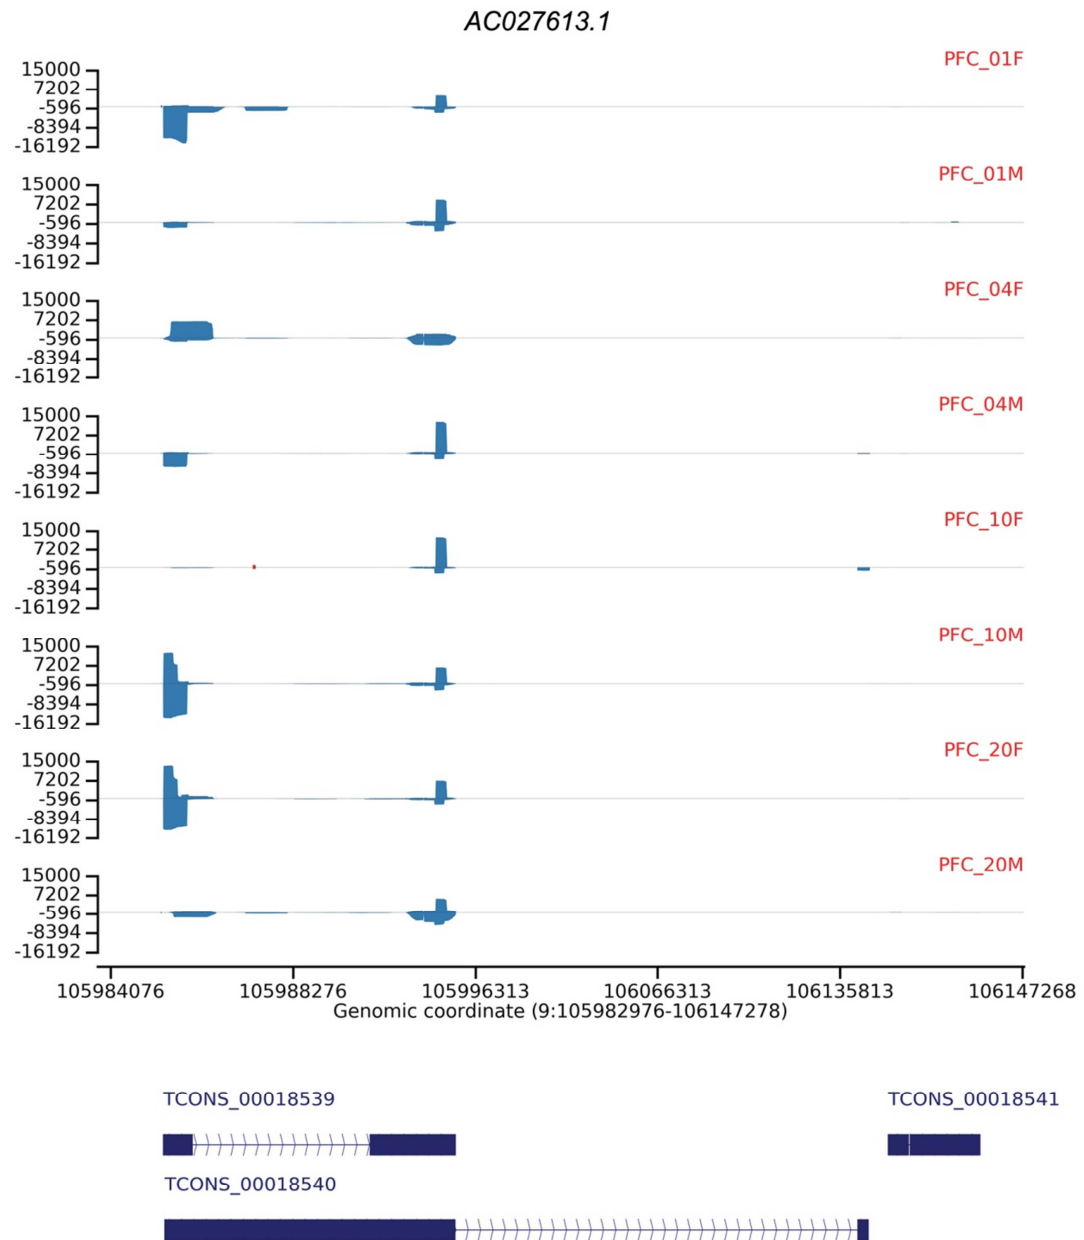

**Supplemental Fig S11. Reads density illustration of lncRNA *AC027613.1* in all eight PFC samples**

A reads density illustration of lncRNA *AC027613.1* in all PFC samples across four ages of both male and female.

# Supplementary material for: Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in rhesus macaque brain
**Source:** Genome Res. 2017 Sep;27(9):1608–20. doi: 10.1101/gr.217463.116
**Supplement:** Supplemental Material

**Supplemental Methods**

**Animals and Samples collection**

Frozen postmortem tissue samples from postnatal rhesus macaque were also provided by Kunming Primate Research Center of the Chinese Academy of Sciences (KPRC). Brain regions were systematically collected from well-characterized rhesus monkeys born and raised at the KPRC in outdoor, 6-acre enclosures that provide a naturalistic setting and normal social environment. For transcriptome analysis, two male and two female specimens at each of four postnatal developmental and aging stages representing the child (1 year) and youth (4 years) and adult (10 years) and old (20 years) were profiled. Extensive health, family lineage and dominance information were maintained on all animals.

According to the macaque brain atlas and brainmaps (http://www. Brainmaps.org), tissues spanning eight anatomically distinct regions were selected and collected from each specimen. The detailed information escribed as below: the prefrontal cortex was sampled at the main sulci, the posterior cingulate cortex was sampled at the Brodmann’s area 23, the temporal cortex at the superior temporal gyrus, the parietal cortex at the middle sylvian fissure, the occipital cortex at the V1, and the cerebellar cortex was sampled at the cauda cerebelli. The hippocampus (including CA1 and dentate gyrus) was also sampled. All the collected samples were washed with RNA later solution (AM7021, Ambion, USA) and put in freezing tubes to store at liquid nitrogen temperature. All animal procedures were in strict accordance with the guidelines for the National Care and Use of Animals approved by the National Animal Research Authority (P.R. China) and the Institutional Animal Care and Use Committee (IACUC) of the Kunming Institute of Zoology of Chinese Academy of Sciences. The nonhuman primate cares and experimental protocols were approved by the Ethics Committee of Kunming Institute of Zoology and the Kunming Primate Research Center, Chinese Academy of Sciences (AAALAC accredited), and the methods were carried out in accordance with the approved guidelines.

**RNA-seq and CAGE-seq library construction and sequencing**

For RNA-seq library, total RNA was extracted from all the brain tissue samples by using TRIzol Reagent (Ambion) following the manufacturer’s instructions. Total RNA was treated with RQ1 DNase (Promega) to remove DNA. The quality and quantity of the purified RNA were determined by measuring the absorbance at 260 nm/280 nm (A260/A280) using smartspec plus (BioRad). RNA integrity was further verified by 1.5% Agarose gel electrophoresis.For each sample, 10 μg of total RNA was used for RNA-seq library preparation. Polyadenylated mRNAs were purified and concentrated with oligo (dT)-conjugated magnetic beads (Invitrogen) before being used for directional RNA-seq library preparation. Purified mRNAs were ion fragmented at 95℃ followed by end repair and 5' adaptor ligation. Then mRNA reverse transcription was performed with RT primer harboring 3' adaptor sequenceand randomized hexamer. The cDNAs were purified and amplified. And products corresponding to 200-500 bps were purified, quantified and stored at -80 ℃ before sequencing.

For CAGE-seq, total RNA was treated with RQ1 DNase (Promega) to remove DNA. The quality and quantity of the purified RNA were determined by measuring the absorbance at260 nm/280 nm (A260/A280) using smartspec plus (BioRad). RNA integrity wasfurther verified by 1.5% Agarose gel electrophoresis. For each sample, 10μg of total RNA was used for CAGE-seq library preparation. Polyadenylated mRNAs were purified and concentrated with oligo (dT)-conjugated magnetic beads (Invitrogen).In brief, mRNA was treated with T4 polynucleotide kinase (NEB) at 37℃ for 30min and purified with oligo (dT)-conjugated magnetic beads (Invitrogen), and subsequently digested with Terminator™ 5´-Phosphate-Dependent Exonuclease (Ambion) at 30℃ for 30min and purified with oligo (dT)-conjugated magnetic beads (Invitrogen). The capped mRNA was performed with RT primer，then synthesized DNA with Terminal-Tagging oligo. The cDNAs were purified and amplified with PCR primers (Illumina) and PCR products corresponding to 200-500 bps were purified, quantified and stored at -80℃ until sequencing.

For high-throughput sequencing, the libraries were prepared following the manufacturer’s instructions and applied illumina HiSeq 2000 system for 100 nt paired-end sequencing and NextSeq 500 system for 150 nt paired-end sequencing by ABlife. Inc (Wuhan, China), for RNA-seq and CAGE-seq respectively.

**RNA-seq and CAGE-seq Raw Data Cleanness and Alignment statistics**

Raw reads were first discarded if containing more than 2-N bases, then reads were processed by clipping adaptor, removing low quality bases (less than 20), and discarding too short reads (less than 16nt) by FASTX-Toolkit (Version 0.0.13, <http://hannonlab.cshl.edu/fastx_toolkit/>).We got the macaque genome sequence and annotation file (MMUL 1.0) from Ensembl database (<http://asia.ensembl.org/index.html>). Clean reads were aligned to the macaque genome by TopHat2 ([Kim et al. 2013](#_ENREF_3)) with end-to-end method allowing 2 mismatches. Aligned reads with more than one genomic locations were discarded due to their ambiguous location. Uniquely localized reads were then used to calculate reads number and RPKM value (RPKM represents reads per kilobase and per million) for each gene according to reads and genes genomic location. Other statistical results, such as gene coverage and depth, reads distribution around transcription start sites (TSSs) and transcription terminal sites (TTSs), were also obtained.

**LncRNA Prediction**

LncRNA prediction pipeline was followed the method of one previous study ([Cabili et al. 2011](#_ENREF_1)). Supplemental Fig. S1A was a brief description of pipeline. Detail prediction pipeline and the filtering thresholds were described as follows:

(1) First, based on the alignment result of RNA-Seq, transcripts were assembled by Cufflinks V2.2 ([Trapnell et al. 2012](#_ENREF_8)) using default parameters by brain areas. After the initial assembly, transcripts with FPKM no less than 0.1 were reserved for the following filtering.

(2) Cuffcompare that was embedded in Cufflinks was used to compare the transcripts with macaque known gene, and novel transcripts including intergenic and antisense region were reserved as the candidate lncRNAs. Transcripts adjacent to known coding genes within 1000 bp were regarded as UTRs and also discarded.

(3) To filter the coding potential transcripts, coding potential score (CPS) was evaluated by coding potential calculator (CPC) software ([Kong et al. 2007](#_ENREF_4)). CPC is a support vector machine-based classifier to assess the protein-coding potential of transcripts based on six biologically meaningful sequence features. Transcripts with CPS below zero were regarded as non-coding RNAs.

(4) Then, transcripts satisfying the above conditions, with multiple exons and no smaller than 200 bases were reserved as lncRNAs.

(5) Finally, we used Cuffmerge method from Cufflinks to merge lncRNAs from eight different brain areas together to get the final lncRNA set. 19509 lncRNA transcripts were obtained, originating from 9904 lncRNA loci. After that, we re-calculated the expression level of each lncRNA genes. Antisense reads of lncRNAs were discarded.

(6) After prediction, we obtained the lncRNAs of human and mouse from the GENCODE database ([Harrow et al. 2006](#_ENREF_2)). Then we aligned the macaque lncRNAs to the human and mouse lncRNAs by blastn with E-value as 1e-3 to obtain an annotation of lncRNAs. Besides the GENCODE database, we also aligned the lncRNAs sequences to NONCODE ([Zhao et al. 2016](#_ENREF_10)) and LNCipedia ([Volders et al. 2015](#_ENREF_9)) database by the same method. We named our predicted lncRNAs based on the alignment with the best alignment score from these databases. Naming rule was defined as follows: If lncRNAs were found alignment from the GENCODE database, then we gave the symbol name to corresponding lncRNAs; lncRNAs without GENCODE alignment could be named based on the LNCipedia database alignment (beginning with “*lnc-*”) if they had alignment to LNCipedia; lncRNAs without any alignment from GENCODE or LNCipedia could be named based on the NONCODE database alignment (beginning with “NONHSA”). Finally, lncRNAs without any alignment to these databases were named with their initial name (beginning with “XLOC”).

For Jensen-Shannon (JS) divergence calculation, we followed the methods from previous study ([Cabili et al. 2011](#_ENREF_1)). We treated eight samples from one brain area as replicates and calculated the specificity score for lncRNAs and mRNAs. To do a comparable analysis between lncRNAs and mRNAs, we selected expression matched lncRNAs and mRNAs to do the analysis.

**Differentially Expressed Genes (DEG) between two samples**

After getting the Expression level of all genes in all the samples, differentially expressed genes were analyzed by using edgeR ([Robinson et al. 2010](#_ENREF_7)), one of R packages. We treated the female and male samples at the same age and the same brain as replicates, and compared the adjacent ages of the same area to get the DEGs, for example, 4Y vs 1Y, 10Y vs 4Y, and 20Y vs 10Y in the same area. For each gene, the p-value was obtained based on the model of negative binomial distribution. The fold changes were also estimated within this package. 0.01 p-value and 2-fold change were set as the threshold to define DEGs. We then combined the DEGs in different groups to one DEG union set and do the following analysis.

**Weighted Correlation Network Analysis**

To get the expression module and distinguish genes from a union set by expression feature, we use the Weighted Correlation Network Analysis, WGCNA ([Langfelder and Horvath 2008](#_ENREF_5)). RPKM file of DEGs by any pair was as the input. The output is the gene modules according to their expression pattern. For each gene module, eigengene was chosen representing the expression pattern. Differentially expressed lncRNA genes were also calculated to have the lncRNA module.

**Expression co-expression network analysis**

Based on the expression of each mRNA and lncRNA, correlation coefficient and P-value are obtained for each mRNA-LncNA pair. Then we filtered the result by a given threshold, with absolute correlation coefficient no less than 0.7 and P-value less than 0.01. Besides the positive correlation pairs, negative pairs with correlation coefficient less than 0 were also included. The filtered gene pairs format the expression network. Combining the expression pattern module by WGCNA and the lncRNA-mRNA correlation pairs, we constructed the network of lncRNA-mRNA pairs for each lncRNA or mRNA module. The following analysis was dependent on the lncRNA-mRNA network.

**CAGE-seq genomic location of tags**

Based on a previous CAGE-seq data analysis method ([Nepal et al. 2013](#_ENREF_6)), we applied the similar program with our data. The 5’-ends of first end reads were regarded as CAGE tag-defined transcriptional start sites (CTSSs). Only CTSSs supported by a minimum of 0.5 tpm in at least one stage were used for a stage-specific clustering into transcript clusters (TCs). Neighboring CTSSs were clustered if they were <20 bp apart. After obtaining the TCs (TSSs), combining the known gene model annotations and novel lncRNAs identification, TSSs mapping unambiguously to 5’-UTR, coding exons, introns, 3’-UTR, promoter regions (2000 bp around annotated TSSs) and intergenic regions were classified accordingly. For novel lncRNAs, TCs located 2000 bp around the start site of lncRNA genes were regarded as the candidate transcription start sites (TSSs). To measure the quantitative nature of CAGE transcript tags, all TCs of a gene were obtained for each stage and the maximum tpm score was recorded as ‘‘cage-score.’’

**Other statistical analyses**

To get the expression module and distinguish genes from a union set by expression feature, we use the Weighted Correlation Network Analysis, WGCNA ([Langfelder and Horvath 2008](#_ENREF_5)). For co-expression analysis, correlation coefficient and P-value are obtained for each mRNA-LncNA pair. Then we filtered the result by a given threshold, with absolute correlation coefficient no less than 0.7 and P-value less than 0.01.

Hierarchical clustering was used to calculate the cluster of gene sets by software Cluster3.0. Java TreeView was used to generate the heatmap figures of clustering result. Other statistical results were obtained by R software.

Fisher’s exact test was used to define the enrichment of each GO term and KEGG pathway. Hierarchical clustering was used to calculate the cluster of gene sets by software Cluster3.0. Java TreeView was used to generate the heatmap figures of clustering result. Other statistical results were obtained by R software.

**LncRNA in situ hybridization (ISH)**

For lncRNA in situ hybridization, the cDNA fragment of the lncRNA genes of interest, with a length about 500bp, cloned into pbluescriptⅡSK(-)that allowed in vitro transcription with T3 or T7 polymerases. Probes were prepared with DIG RNA Labeling Mix (Roche) by in vitro transcription. Frozen sections with 15 μm thick were collected on PLL-coated slides, then further fixed in 4% paraformaldehyde(PFA)/ PBS for 10 min, subsequently permeated with 0.2 N HCl for 20min. After that sections were treated with 10μg/ml proteinase K at RT for 10 min, then fixed in 4% PFA again, at last acetylated with 0.25% acetic anhydride in 0.1 M triethanolamine (PH8.0). After acetylation, the sections were prehybridized in Pre-hybe solution (10mM Tris, 600mM NaCl, 1mM EDTA, 0.25% SDS, 1×Denhard’s, 50% formamide, 300 μg Yeast tRNA in ddH_2_O) at 55℃for 2 h, and then hybridized in hybridization buffer (10mM Tris, 600mM NaCl, 1mM EDTA, 0.25% SDS, 1×Denhard’s, 50% formamide, 300 μg Yeast tRNA in 25% detatran sulfate) at 55℃ for 20h. After washing twice in 50% formamide/2×SSC containing 0.01% tween20 at 55 ℃ for 30 min each, the samples were treated with 10 ug/ml RNase A at 37℃for 1 h. They were sequentially washed in 2×SSC and 0.01% tween20 at 55℃ for 30 min and then in 0.2×SSC and 0.01% tween20 at 55℃ for 30 min. Probes were detected by standard method using anti-Digoxigenin-AP Fab fragments (Roche). NBT/BCIP (Promega) was used for color developing. Sections were mounted using Prolong Gold Antifade Mountant (Life Technologies) and then analyzed and imaged by using AxioImager. Z1 (Zeiss), and LSM 780 NLO confocal (Zeiss), microscopes. All ISH probes’ sequences can be found in Supplemental Table S6.

**Primary neuronal cultures and lentivirus infection**

Mice embryonic cortical neurons were isolated by standard procedures. Isolated E16.5 embryonic cerebral cortices were treated with 0.25% trypsin-EDTA and dissociated into single cells by gentle trituration. Cells were suspended in Neurobasal medium supplemented with B27 and 2 mM glutamine, then plated on coverslips or dishes coated with poly-l-lysine (5 mg/mL). Lentivirus infection was conducted at DIV3, and cells were collected at DIV10 for further tests. For shRNA constructions, the 21nt hairpins were inserted into 58nt single-stranded oligos as forward oligo: 5’-CCGG-21nt sense-CTCGAG-21nt antisense-TTTTTG-3’, and reverse oligo: 5’-AATTCAAAAA-21nt sense-CTCGAG-21nt antisense-3’. The detailed information was described as below (red represents sense and antisense):

Scramble shRNA:

Forward: 5’-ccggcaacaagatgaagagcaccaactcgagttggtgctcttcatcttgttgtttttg-3’

Reverse: 5’-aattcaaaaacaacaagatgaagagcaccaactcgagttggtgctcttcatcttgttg-3’

Mouse PTB shRNA sequence:

Pair 1, Forward 1: 5’-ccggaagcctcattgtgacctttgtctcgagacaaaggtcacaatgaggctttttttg-3’

Reverse 1: 5’-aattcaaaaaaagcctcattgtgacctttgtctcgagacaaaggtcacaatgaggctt-3’

Pair 2, Forward 2: 5’-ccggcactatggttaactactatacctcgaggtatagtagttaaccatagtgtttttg-3’

Reverse 2: 5’-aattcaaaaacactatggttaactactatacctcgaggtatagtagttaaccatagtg-3’

Double-stranded hairpins were synthesized by annealing pre-mixed sense and antisense pairs of hairpin oligonucleotides in PCR machine. Annealed oligonucleotides were cloned into Age I- and EcoR I-digested pLKO.1-puro lentiviral vector. Control and targeting shRNA plasmids were packaged with pMD2G/pSPax2 system and lentivirus particles were produced by the standard protocol.

**RNA extraction and reverse transcription PCR**

RNA extraction was performed with a commercial kit using TRIzol® Reagent (Invitrogen). After RNA extraction, semi-quantitative RT-PCR of lncRNA and mRNA was performed with Superscript III one-step RT-PCR system with platinum Taq High Fidelity (Invitrogen) using primer pairs specific for 150-250-base-pair (bp) segments corresponding to Rhesus macaque genes. Quantitative real-time PCR was performed using EXPRESS SYBR^®^GreenER™ qPCRSupermix Universal (Invitrogen) on ABI Prism^®^ 7900HT Sequence Detection System (Applied Biosystems). The relative quantities of immunoprecipitated DNA fragments were calculated by comparison with a standard curve generated by serial dilutions of input DNA. Data were derived from three independent amplifications. All PCR primer sequences can be found in Supplemental Table S6.

**Supplemental references**

Cabili MN, Trapnell C, Goff L, Koziol M, Tazon-Vega B, Regev A, Rinn JL. 2011. Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses. *Genes & development* **25**: 1915-1927.

Harrow J, Denoeud F, Frankish A, Reymond A, Chen CK, Chrast J, Lagarde J, Gilbert JG, Storey R, Swarbreck D et al. 2006. GENCODE: producing a reference annotation for ENCODE. *Genome biology* **7 Suppl 1**: S4 1-9.

Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. 2013. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome biology* **14**: R36.

Kong L, Zhang Y, Ye ZQ, Liu XQ, Zhao SQ, Wei L, Gao G. 2007. CPC: assess the protein-coding potential of transcripts using sequence features and support vector machine. *Nucleic acids research* **35**: W345-349.

Langfelder P, Horvath S. 2008. WGCNA: an R package for weighted correlation network analysis. *BMC bioinformatics* **9**: 559.

Nepal C, Hadzhiev Y, Previti C, Haberle V, Li N, Takahashi H, Suzuki AM, Sheng Y, Abdelhamid RF, Anand S et al. 2013. Dynamic regulation of the transcription initiation landscape at single nucleotide resolution during vertebrate embryogenesis. *Genome research* **23**: 1938-1950.

Robinson MD, McCarthy DJ, Smyth GK. 2010. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**: 139-140.

Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L. 2012. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nature protocols* **7**: 562-578.

Volders PJ, Verheggen K, Menschaert G, Vandepoele K, Martens L, Vandesompele J, Mestdagh P. 2015. An update on LNCipedia: a database for annotated human lncRNA sequences. *Nucleic acids research* **43**: D174-180.

Zhao Y, Li H, Fang S, Kang Y, Wu W, Hao Y, Li Z, Bu D, Sun N, Zhang MQ et al. 2016. NONCODE 2016: an informative and valuable data source of long non-coding RNAs. *Nucleic acids research* **44**: D203-208.

How the deposited data were processed for this re-analysis (not part of the article)

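The processed CAGE-seq values of 64 libraries of rhesus macaque brain were analysed, from 8 regions, 4 ages and 2 sexes, with 1 library for each region, age and sex. The authors filtered the reads, aligned them with TopHat2, kept uniquely mapped reads, called TCs in each library from the 5′ ends of the reads and assigned TCs to genes. The deposited values, called TPM here, are RPM values, made by the authors by scaling the tags of each TC to the tags of the library, with no correction for gene length. No value above 0 was below 1 TPM. Each of the 160389 TCs is given as 1 position and is assigned to 1 of 13269 genes, of which 10069 had a symbol in the name table used here. Sample labels were taken from the sample records and no column was left without a sample. The sex of the libraries was not checked from the values. TCs of assembled lncRNAs, the widths of TCs and TCs outside genes were not analysed here.

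Uniquely mapped reads per library ranged from 1738100 to 7023720 in the paper's alignment table. The smallest listed value stood for 2 to 7 tags, so TCs with fewer tags are not seen. The TPM of a gene was the sum over its TCs. A gene counted as capped in a library when it had at least 1 TC there, and whether its RNA carried a cap was not tested. The alternative promoter share was the number of genes with more than 1 TC in the library divided by the genes with a TC there. Positions were set against the annotated start and end of the gene given with the values, which were not checked against another annotation.

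Genes with at least 1 TPM in at least 8 libraries, 6106 in all, were compared on log2(TPM + 1) with limma 3.58.1 (moderated t-tests, two-sided) in R 4.3.3. CB was compared with the other 7 regions, the hippocampus with the neocortex, and CA1 with DG, in 1 model of all 64 libraries with the region and the animal group (age and sex) as terms. Ages and sexes were compared on the means of the 8 animal groups over the regions, in a model with age and sex as terms. The spread is that between animal groups, since no region, age and sex has a second library. The use of TCs within genes was compared with diffSplice of limma. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Measures per library were compared with permutations within animal groups (regions, 100000 resamples), sign flips over the 8 animal groups (hippocampus against neocortex, all arrangements) and exact permutations of animal groups (age and sex), two-sided. Their p-values were adjusted over the 8 tests of both measures together. Correlations across libraries had permutation p-values. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, data.table 1.17.8 and Matplotlib 3.10.9 were used.

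Genes are named by a rule set before the data were examined. It takes the 10 largest increases and the 10 largest decreases among called genes that changed the same way in every animal group, at every age or in both sexes, up to 4 members of each gene list with the smallest p, and each gene that the paper names. Genes named outside the rule are marked as such, and some genes that the rule takes are not reported here. The gene lists were fixed at the same time. They cover glutamatergic neurons, GABAergic neurons, cerebellar granule and Purkinje cells, dentate granule and CA1 pyramidal cells, cortex patterning and layers, astrocytes, oligodendrocytes and myelin, oligodendrocyte precursors, microglia, endothelial cells and pericytes, choroid plexus with ependyma and meninges, immature neurons and progenitors, synaptic vesicle and synapse, immediate-early genes, heat shock and glucocorticoid response, complement and interferon response, circadian clock, nuclear-encoded respiratory chain, ribosomal proteins, X-linked genes, Y-linked genes, blood, and genes named in the paper. The last was chosen by the study and is no independent evidence. Lists with at least 3 tested genes, 18 in all, were tested with camera with a preset correlation of 0.01 and with an estimated one.

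The comparisons of CB with the other regions and of the sexes were tested on simulated data. Log2 changes of 1, 2, 3 and 4 were set in 50 genes each. The other comparisons were not tested in this way. For CB against the other regions, 2, 19, 36 and 45 genes were recovered, with median estimates of 1.57, 2.44, 3.42 and 4.50 and 24 false calls, 19.0% of all calls and above the rate of 5% that the adjusted p sets. For the sexes, 0, 22, 47 and 50 genes were recovered, with median estimates of 1.26, 2.15, 3.12 and 4.15 and 7 false calls.

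Alternatives set before the data were examined were a pseudocount of 0.25 TPM, no filter, quantile normalization, no animal-group term, animal-group means over the neocortical regions, a random effect of the animal group, TCs of at least 2 TPM, TCs within 500 nt of the start, the share of TPM outside the main TC, leaving out the PFC library of 20-yr-old females, and leaving out each animal group. After seeing the data, the log2 number of genes in the library as a further term, leaving out the 4 libraries with under 1000 positions, joining positions less than 20 nt apart, 500 drawn positions and the 500 highest positions were added.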

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

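The comparisons with other libraries in this part were set before the data were examined, and the comparison of regions between 20 and 1 yr was not tested. In 172 groups of 8 libraries, 26 had a library far from the other 7, where chance gives about 5% of groups.

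In measures per library, DG of 10-yr-old males had 3898 genes with a TC (others 1238 to 2480). Temporal cortex of 10-yr-old females had 18.46% of genes with more than 1 TC (31.5% to 40.49%) and 16% of its tags in the final 10% of the gene's length (9.261% to 12.16%).

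In CB, the 10-yr-old females had 6753 TPM of ENSMMUG00000028904 (887.5 to 2140) and 105.6 TPM of CBLN3 (420 to 993.8). The 4-yr-old males had 17.27 TPM of UCK1 (257.2 to 890.4). The 1-yr-old females had 10.34 TPM of ENSMMUG00000023563 (0 to 1.43) and 5.87 TPM of NSMF (0 to 1.18).

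In DG, the 20-yr-old males had 3.92 TPM of GFAP (276.8 to 1046), 0 TPM of CALB1 (79.07 to 489.5) and 14.88 TPM of SGK1 (0 to 1.33). The 10-yr-old males had 13 TPM of MYG1 (0 to 1.23), 59.7 TPM of TCEAL6 (707.9 to 1682) and 60.29 TPM of SYT1 (0 to 3.62). The 20-yr-old females had 125 TPM of FEZF2 (0 to 2.37) and 12.06 TPM of GSTP1 (0 to 2.07). MBP was at 723.4 TPM in the 10-yr-old females (1966 to 4047), and ENSMMUG00000031423 at 2.74 TPM in the 1-yr-old females (464.4 to 1081).

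In CA1, the 20-yr-old males had 4.79 TPM of CPLX1 (44.32 to 70.75), 27.12 TPM of ENSMMUG00000002999 (348.2 to 756) and 0 TPM of ZBTB16 (8.47 to 58.92). The 10-yr-old males had 975.1 TPM of ENSMMUG00000012433 (0 to 5.01) and 0 TPM of ARHGEF17 (17.65 to 86.78). The 10-yr-old females had 229.6 TPM of CEP126 (47.42 to 96.96) and 0 TPM of SLC5A2 (10.01 to 57.16). The 1-yr-old males had 7.87 TPM of ENSMMUG00000019821 (51.92 to 153.7).

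From 1 to 20 yr, OC gained genes with a TC, 800 in females and 1784 in males. PFC lost genes (-1709 and -2866), as did temporal cortex (-506 and -556) and PC (-1999 and -2781). The difference between OC and these regions was not tested.

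The paper does not report on TCs of mitochondrial genes. They held a median of 1.417% of the tags of a library (0.2008% to 4.874%), and no library without cap selection was analysed here to compare them with.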

How the results depend on the processing

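The settings with the number of genes in the model, without the 4 libraries with under 1000 positions, with joined positions, with 500 drawn positions and with the 500 highest positions were chosen after seeing the data. Regions differed in the frequency of capped genes and in the alternative promoter share under each setting run, at an unadjusted permutation p under 0.05. This held with each animal group left out in turn. F ranged from 9.65 to 16.7 for the first and from 2.38 to 11.6 for the second. The lowest F of the second, with the 500 highest positions, had an unadjusted p of 0.0342, and adjustment over the tests was not made for these settings. The alternative promoter share did not pass after removing the slope on the number of positions (F = 1.75, permutation p = 0.112), a test chosen after seeing the data. The positions include the extra TCs of genes with more than 1 TC, so that test leaves open whether the regions differ. The counts of 0 for ages and sexes (limma) also held under each setting run. The hippocampal excess in the alternative promoter share was 2.219 percentage points for TPM outside the main TC (p = 0.0625, exact sign-flip test), and turned to -1.313 with 500 drawn positions and -0.7744 with the 500 highest. The sex difference, not past the test, turned to 0.08461 without the 4 small libraries, 0.5811 with 500 drawn and 0.4552 with the 500 highest. Without a filter, the genes called were 804 for hippocampus against neocortex, 1898 for CA1 against DG and 139 for TC use in CB. Of the 500 and 1182 genes called with the filter in the 2 hippocampal comparisons, 489 and 1137 were called again. Quantile normalization gave 148 and 276 for the 2 hippocampal comparisons, and the number of genes in the model 123 and 187. TC use gave 17 genes without the 4 small libraries and 31 with joined positions. Joining also gave 91765 TCs, 33.73% of them in more than 1 library, and 80.07% of genes with more than 1 TC, while TCs of at least 2 TPM gave 81.17%. With an estimated correlation, 2 lists passed in CB and 0 between sexes, and with quantile normalization 1 list passed for CA1 against DG. In that comparison and setting, FEZF2 turned to -0.11. Joining changes what counts as a TC, and a draw of 500 from more positions leaves fewer of the same gene, so its sign is no result on the regions. For the other settings the cause was not tested.

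In leave-one-out of the animal groups, the age F ranged from 0.6694 to 9.068 for the frequency of capped genes and from 0.5808 to 11.82 for the alternative promoter share. Both highest values, the only ones past the test (unadjusted exact permutation p = 0.0381 and 0.0476), came without the 10-yr-old males. In each of these fits an age is left with 1 animal group, assumed to vary like the other ages. Calls ranged from 91 to 137 in CB, from 243 to 514 for hippocampus against neocortex, from 747 to 1307 for CA1 against DG and from 4 to 19 for TC use. The planned test with edgeR and the thinning of libraries to 1 depth were not run, since whole tags could not be recovered for all values. The planned settings for lncRNAs, lnc-CHRM3-1, TC widths and the share of TCs in annotated genes were not run. A TC below 1 TPM is listed at 0, which limits the genes seen in a library, while within regions the log2 number of genes was not related to the log2 number of uniquely mapped reads (r = -0.00822, permutation p = 0.948).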

Differences from the paper's values

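The joining of positions and the slope on the number of positions were chosen after the result was seen. The paper gives 103766 TCs over all brain samples, and the values analysed here hold 160389, although they cover mRNA genes alone while the paper's total covers all TCs. Of the alternatives set before the data were examined, TCs of at least 2 TPM gave 142780, which is within 1.5 times the paper's number, and leaving out the PFC library of 20-yr-old females gave 159731, which is not. Joining positions less than 20 nt apart, chosen after seeing the values, gave 91765. The paper places 52.49% of its TCs in annotated genes, which comes to 54467, and the 4 counts here are 2.94, 2.62, 2.93 and 1.68 times that number, so none is within 1.5 times. The paper gives about 66% of mRNAs with more than 1 TC. The values here gave 82.4%, and 80.1% with joined positions, which is within 1.5 times but higher. The cause was not tested.

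The paper relates capping and the use of alternative promoters to age and sex. For mRNA genes, it states that the regulation of promoter use by age depended on region and sex. The tests of age and sex here used animal-group means over the 8 regions, in which opposite changes in different regions can cancel. Whether the change with age differed between regions was not tested. OC gained genes with a TC from 1 to 20 yr (800 in females and 1784 in males), while PC lost genes (-1999 and -2781). For mRNAs, no difference between ages passed in the frequency of capped genes (exact permutation p = 0.381) or in the alternative promoter share (p = 0.476), nor between sexes (p = 0.514 and 0.486). Without the 10-yr-old males, the unadjusted exact permutation p was under the threshold in both (F = 9.07, p = 0.0381, and F = 11.8, p = 0.0476). The 10-yr-old age is then 1 animal group with no replicate, the females, which hold 3 of the 4 libraries with under 1000 positions. The differences between regions passed in both. That in the alternative promoter share did not after removing the slope on the number of positions (F = 1.75, permutation p = 0.112), a test chosen after seeing the values. The positions include the extra TCs of genes with more than 1 TC, so that test cannot tell whether promoter use differed between regions. LncRNAs were not analysed here.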

Other observations

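The test on the number of uniquely mapped reads and the test on the slope within regions, both below, were chosen after the result was seen, as was the interval of the slope on reads. In CB, SYP had 7270 ± 3751 TPM (SD, n = 8), the highest mean of the 8 regions, and was the gene called of 10 tested for the synaptic vesicle and synapse (log2 difference from the other regions 1.31, adjusted p = 0.0248). Of 6 tested complement and interferon genes, 1 was lower in CB, SERPING1, which encodes a complement inhibitor, at 4.37 TPM against 94.8 TPM (log2 difference -3.95, adjusted p = 0.00463). That list passed with camera (adjusted p = 0.0273) and not with an estimated correlation (0.0644). Of 4 tested genes named in the paper, which the study itself chose, NGEF, which encodes a guanine nucleotide exchange factor of neurons, was listed at 0 in CB and had 40.8 ± 76 TPM elsewhere (adjusted p = 0.0303, 0.055 with quantile normalization and 0.0927 with the number of genes as a further term; list 0.0205, and 0.0644 with an estimated correlation). RPLP1 was the gene called of 12 tested ribosomal protein genes (log2 difference -3.39, adjusted p = 0.00696; list 0.55 with an estimated correlation). C1QL2 was lower in CB among 4 tested dentate granule and CA1 pyramidal cell genes (list 0.992), and ARC among 3 immediate-early genes (list 0.55 with an estimated correlation), and neither passed with quantile normalization (adjusted p = 0.0518 and 0.0558).

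In the hippocampus, 2 of 7 tested genes of immature neurons and progenitors were higher than in neocortex, NNAT and SOX4 (list 0.267), which did not pass with the number of genes as a further term (adjusted p = 0.235 and 0.175), and NR4A1 was lower among 3 immediate-early genes (log2 difference -2.96, adjusted p = 0.00573; list 0.387). In CB, lists without a called gene were those of astrocytes (camera adjusted p = 0.55 with an estimated correlation), and, with the preset correlation, cortex patterning and layers (0.527), circadian clock (0.992), heat shock and glucocorticoid response (0.914), immature neurons (0.527), microglia (0.758), respiratory chain (0.234), oligodendrocytes and myelin (0.992) and X-linked genes (0.494). Lists of oligodendrocyte precursors, endothelial cells and choroid plexus had 2, 2 and 1 tested genes, and those of Y-linked genes and blood had none, so they were not tested.

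CA1 had more genes with a TC than the other regions, by 1.32 in log2. After removing the slope within regions, this was 1.33 for the number of uniquely mapped reads, 1.37 for the share of raw reads that passed the filter and 1.63 for tags concentrated on few positions (permutation p = 1e-05 for each, the smallest that 100000 resamples can give). Removing the slope on reads changed little, since that slope was -0.0167 per doubling (95% interval -0.564 to 0.531, and at most 0.775 without CB of 10-yr-old females). CA1 had 0.47 more in log2 reads, so a slope of 2.79 would be needed for the whole excess. For genes with a TC within 500 nt of the start it was 1.34, which argues against tags from RNA without a cap that lie farther from the start, while such tags near the start were not tested. The first 3 explanations are argued against as the whole cause, and a difference between regions, or in how the libraries were made, remains untested.

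The share of genes with more than 1 TC may follow the number of positions in the library. With 500 positions drawn from each library the regions still differed (permutation p = 1e-05), but in another order, with Spearman's rho of -0.95 between the region means. A draw from more positions leaves fewer of the same gene, so that test leaves the question open. After removing the slope of 7.81 percentage points per doubling of positions, the excess of CA1 was 1.52 points, from 15.3 (permutation p of the region F = 0.112). The positions include the extra TCs of genes with more than 1 TC, so part of this drop is built in. This test also leaves the question open.

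TCs in the final 10% of the gene's length were not explained by the start of another listed gene on the same strand. Of these TCs, 1.2% lay within 1000 nt of such a start. Starts of genes without a listed TC were not examined. Tags from RNA without a cap remain open. Their share was not related to the mitochondrial share (Pearson's r = 0.02, permutation p = 0.891), while at matched TPM 20.6% of these TCs were in more than 1 library, against 31.7% within 500 nt of the start, lower in 20 of 20 bins of TPM.

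Other splits of the libraries gave as many called genes as the real one in 2 of 100 for CB (real 136, highest other 317), 1 of 100 for hippocampus against neocortex (500, highest other 7), 1 of 100 for CA1 against DG (1182, highest other 2) and 2 of 100 for TC use in CB (11, highest other 11), the real split included. Chance can be excluded for the 2 hippocampal comparisons. For CB and TC use it is argued against by 2 of 100, but another split reached the real count. The split with 317 genes placed 4 CA1 libraries in the group of CB, and whether this raised its count was not tested. For the sexes, the real count was 0 (limma), so that 32 of 32 splits gave as many by construction (highest other 0), which says nothing about chance.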
